# Large Scale Expression Changes of Genes Related to Neuronal Signaling and Developmental Processes Found in Lateral Septum of Postpartum Outbred Mice

**DOI:** 10.1371/journal.pone.0063824

**Published:** 2013-05-22

**Authors:** Brian E. Eisinger, Changjiu Zhao, Terri M. Driessen, Michael C. Saul, Stephen C. Gammie

## Abstract

Coordinated gene expression changes across the CNS are required to produce the mammalian maternal phenotype. Lateral septum (LS) is a brain region critically involved with aspects of maternal care, and we recently examined gene expression of whole septum (LS and medial septum) in selectively bred maternal mice. Here, we expand on the prior study by 1) conducting microarray analysis solely on LS in virgin and postpartum mice, 2) using outbred mice, and 3) evaluating the role of sensory input on gene expression changes. Large scale changes in genes related to neuronal signaling were identified, including four GABA_A_ receptor subunits. Subunits α4 and δ were downregulated in maternal LS, likely reflecting a reduction in the extrasynaptic, neurosteroid-sensitive α4/δ containing receptor subtype. Conversely, subunits ε and θ were increased in maternal LS. Fifteen K+ channel related genes showed altered expression, as did dopamine receptors Drd1a and Drd2 (both downregulated), hypocretin receptor 1 (Hcrtr1), kappa opioid receptor 1 (Oprk1), and transient receptor potential channel 4 (Trpc4). Expression of a large number of genes linked to developmental processes or cell differentiation were also altered in postpartum LS, including chemokine (C-X-C) motif ligand 12 (Cxcl12), fatty acid binding protein 7 (Fabp7), plasma membrane proteolipid (Pllp), and suppressor of cytokine signaling 2 (Socs2). Additional genes that are linked to anxiety, such as glutathione reductase (Gsr), exhibited altered expression. Pathway analysis also identified changes in genes related to cyclic nucleotide metabolism, chromatin structure, and the Ras gene family. The sensory presence of pups was found to contribute to the altered expression of a subset of genes across all categories. This study suggests that both large changes in neuronal signaling and the possible terminal differentiation of neuronal and/or glial cells play important roles in producing the maternal state.

## Introduction

The establishment of the maternal phenotype requires a coordinated suite of changes in numerous biological pathways, from endocrine signaling and metabolic activity to nervous system properties and adaptive behaviors [1]–[3]. Maternal behavior in many mammals is critical for the survival of offspring. In mice, this includes behaviors such as nest building, nursing, and protection of offspring [4]. The generation of effective maternal behavior also involves modulation of pathways related to bond formation and sociability, as the mother-infant relationship is the primary social bond in all mammalian species [5]. Additional emotional pathways altered in the postpartum state include fear, stress, and anxiety. The transition from a virgin to lactating state provides a unique and powerful opportunity to examine the fundamental neurophysiology of a range of emotional traits because the observed changes are naturally occurring.

Lateral septum (LS) is a brain region that is centrally featured in a network of structures known to influence social and parental behavior and emotional states [6], [7]. It has connections to the medial preoptic area, hypothalamus, amygdala, ventral tegmental area, periaqueductal gray, and receives input from medial prefrontal cortex [7]–[9]. The goal of this study was to identify gene expression changes occurring naturally in the LS of lactating outbred mice that may be important markers of the maternal phenotype. LS has been linked to certain aspects of maternal care, including offspring protection. Pharmacological manipulations of GABA_A_ receptors in LS alter offspring protection [10] and it has recently been demonstrated that the production of GABA is increased in the LS of postpartum mice [11]. The heteropentameric, ionotropic GABA_A_ receptor is assembled from a pool of 16 known subunits, resulting in a diversity of receptor subtypes with unique properties, pharmacological profiles, and distributions throughout the brain. This diversity provides a high degree of flexibility in signal transduction and allosteric modulation [12]–[14], but the dynamic regulation of GABA_A_ receptor subunits in LS of maternal mice has yet to be studied. This study therefore has a particular focus on investigating expression changes in GABA_A_ receptors themselves as a possible mechanism of modulating GABA signaling in the maternal LS.

We recently performed a gene expression study in the whole septum of maternal mice selectively bred for high offspring protection [15]. The present study used a similar microarray approach and quantitative real-time PCR to expand on that line of work by 1) utilizing a more specific dissection exclusively of LS, 2) using outbred mice to yield more natural and broadly applicable results, and 3) evaluating the effects of sensory input from interaction with pups on gene expression. While one component of the maternal phenotype is established initially by the actions of hormones during pregnancy, sensory inputs from both changes within the mother and from interactions with offspring additionally shape the maternal brain and parental behavior. This study evaluated the degree to which expression changes in the maternal LS require the continued presence of pups.

The transition from a virgin to lactating state involves many genes across numerous biological pathways. To address this, we utilized system level approaches to analyze microarray data and detect enrichment in sets of genes with related functions. Using these methods, we were able to identify functional themes in the expression profile of the maternal LS.

## Results

Using Probe Logarithmic Intensity Error (PLIER) analysis, we identified 1,001 targets with significant expression differences (FDR-adjusted p<0.25) between the LS (Fig. 1) of lactating maternal and virgin mice. Of these, 809 corresponded to well-annotated genes. 

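The arrays measured RNA from the LS of 18 outbred female mice about 70 days old, 6 each from the virgin, lactating maternal and pups removed groups, with 1 Affymetrix Mouse Gene 1.0 ST array per mouse. Maternal and pups removed mice were dissected on postpartum Day 7, and pups had been taken away on Day 2 in the pups removed group. The authors summarized the signal of 35557 targets (probesets) with PLIER, and the values they deposited are on a log2 scale with 2 decimals. Medians of the 18 arrays lay between 7.61 and 7.70, and single values ran from 2.33 to 14.72. Here a linear model with the 3 groups was fitted to each target in limma, and p was adjusted by the Benjamini-Hochberg method over all targets, with the study's threshold of 0.25. Between maternal and virgin LS, 585 targets passed, of which 296 were higher and 289 lower in maternal mice. Nmu, the gene of the neuropeptide neuromedin U, rose by 0.40 on the log2 scale (standard error, SE, 0.08, limma adjusted p = 0.111). Acer2, which encodes a ceramidase of the Golgi, rose by 0.37 (SE 0.07, limma adjusted p = 0.111). Skil, a repressor of TGF-beta signaling, fell by 0.27 (SE 0.05, limma adjusted p = 0.102). All 6 maternal mice lay on the same side of the virgin mean for each of these 3 genes. Without maternal replicate 5, Nmu (0.38) and Acer2 (0.38) did not pass. At the stricter threshold of 0.05, 0 targets passed in limma, and 3706 had an unadjusted p under 0.05. The count moved with single arrays. It was 76, 227 and 334 without virgin replicates 2, 3 and 4 and 1639 without virgin replicate 6. It was 946, 243, 143, 10 and 163 without maternal replicates 1, 2, 4, 5 and 6. With the mean of striatal neuron markers as a covariate, 0 targets passed in limma (2039 at an unadjusted p under 0.05), and with the mean of stem cell, neuroblast and cell cycle genes 0 passed (1677). The median difference of the targets called lower went from -0.213 to -0.145 with the former (281 outside the marker list) and to -0.099 with the latter (277). That of the 296 called higher went from 0.278 to 0.233 and 0.161. Both covariates were themselves lower in maternal mice, so the loss of calls does not show that the changes follow from them.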

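P2ry12, a purinergic receptor of microglia, fell by 0.18 on the log2 scale in maternal relative to virgin LS (SE 0.04, limma adjusted p = 0.114), and Aif1, another microglial gene, fell by 0.14 (SE 0.04, limma adjusted p = 0.179). Of 13 microglial markers these 2 fell, 0 rose at the adjusted p over all targets and 11 did not pass. Adjusted over the list alone, 2 rose and 3 fell. The mean of the microglial list differed by -0.018 with a median of 0.003 (exact two-sided permutation test, adjusted p = 0.722). Flt1, a receptor for vascular endothelial growth factor, rose by 0.15 (SE 0.04, limma adjusted p = 0.19), the only 1 of 11 endothelial markers to pass. Nr1d1 and Dbp, transcription factors of the circadian clock, fell by 0.20 (SE 0.05, limma adjusted p = 0.185) and 0.26 (SE 0.07, limma adjusted p = 0.19). The 14 clock genes together differed by -0.056 (exact permutation test, adjusted p = 0.0866), with 2 lower over all targets and 4 lower when adjusted over the list alone, and the list passed without virgin replicate 1 (-0.067). By annotation, 325 of the called targets named exactly 1 gene, and these stood for 300 different genes, 98 of the targets being higher and 227 lower in maternal mice. A further 34 named several genes (9 higher, 25 lower), which makes 359 with a gene name. The rest had no gene in the platform annotation used here. Of these, 140 belonged to a block of 6618 consecutively numbered unnamed targets (132 higher, 8 lower), and 86 lay outside it (57 higher, 29 lower).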

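Among genes with a known place in neural development, Egfr, the receptor for epidermal growth factor, fell by 0.22 on the log2 scale in maternal LS (SE 0.04, limma adjusted p = 0.111). Slc5a3, a sodium-dependent transporter of myo-inositol, rose by 0.20 (SE 0.04, limma adjusted p = 0.126), and Mfn1, which mediates fusion of mitochondria, also rose by 0.20 (SE 0.04, limma adjusted p = 0.126). Cish, a feedback inhibitor of cytokine signaling through STAT5, rose by 0.22 (SE 0.05, limma adjusted p = 0.128). Each of these changes had all 6 maternal mice on the same side of the virgin mean. Without maternal replicate 5, none of the 4 passed, at log2 differences of -0.23, 0.20, 0.19 and 0.25. The authors ranked genes on these arrays, so their list is not independent evidence of direction. Of the 100 entries in Table 1, 99 could be matched to a target by its number, and the 99 had the direction printed there. In limma 69 of them passed the adjusted p of 0.25, and 96 had an unadjusted p under 0.05. The median absolute gap between the 2 sets of log2 fold changes was 0.014.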

Table 1 presents the 100 most significant genes from this comparison, categorized by basic functional data from the PubMed database (http://www.ncbi.nlm.nih.gov/pubmed/) and GeneCards compendium (http://www.genecards.org). This table serves as a representative sample to highlight the microarray results, but many genes of biological interest and statistical significance cannot be included in such a short list. The full list of all 35,557 targets, their relative expression, and significance is presented in Table S1. 

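Fabp7, a fatty acid binding protein of radial glia and neural stem cells, was at 11.84 ± 0.21 (log2 signal, SD, n = 6) in maternal and 12.32 ± 0.23 (SD, n = 6) in virgin LS, and fell by 0.48 (SE 0.10, limma adjusted p = 0.124). Socs2, a suppressor of cytokine signaling, is measured by 2 targets. The brighter one was at 9.59 ± 0.10 in maternal and 9.26 ± 0.18 in virgin mice (SD, n = 6 each) and rose by 0.34 (SE 0.08, limma adjusted p = 0.139). The other Socs2 target differed by 0.32 (SE 0.11, limma adjusted p = 0.296) and did not pass. Without maternal replicate 5 neither gene passed, with Fabp7 at -0.51 and the brighter Socs2 target at 0.33; Socs2 did not pass without maternal replicate 4 either (0.33). Gsr, which encodes glutathione reductase, differed by -0.10 (SE 0.05, limma adjusted p = 0.501), and Pllp, a proteolipid of myelin, by -0.17 (SE 0.06, limma adjusted p = 0.354). Neither passed, although all 6 maternal mice were below the virgin mean for both genes. Pllp passed without pups removed replicate 3 (-0.17), an array that the comparison uses only for its estimate of spread.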

Genes of interest reported in the microarray results include Gabra1 (FDR-adjusted p = 0.32, fold change 1.06), Gabra4 (FDR-adjusted p = 0.21, fold change 0.88), Gabrd (FDR-adjusted p = 0.11, fold change 0.75), Gabre (FDR-adjusted p = 0.12, fold change 1.38), Gabrq (FDR-adjusted p = 0.42, fold change 1.26), Cxcl12 (FDR-adjusted p = 0.25, fold change 1.14), Fabp7 (FDR-adjusted p = 0.20, fold change = 0.71), Gsr (FDR-adjusted p = 0.37, fold change 0.92), Pllp (FDR-adjusted p = 0.25, fold change 0.89), and Socs2 (FDR-adjusted p = 0.30, fold change 1.27).

**Figure 1:**
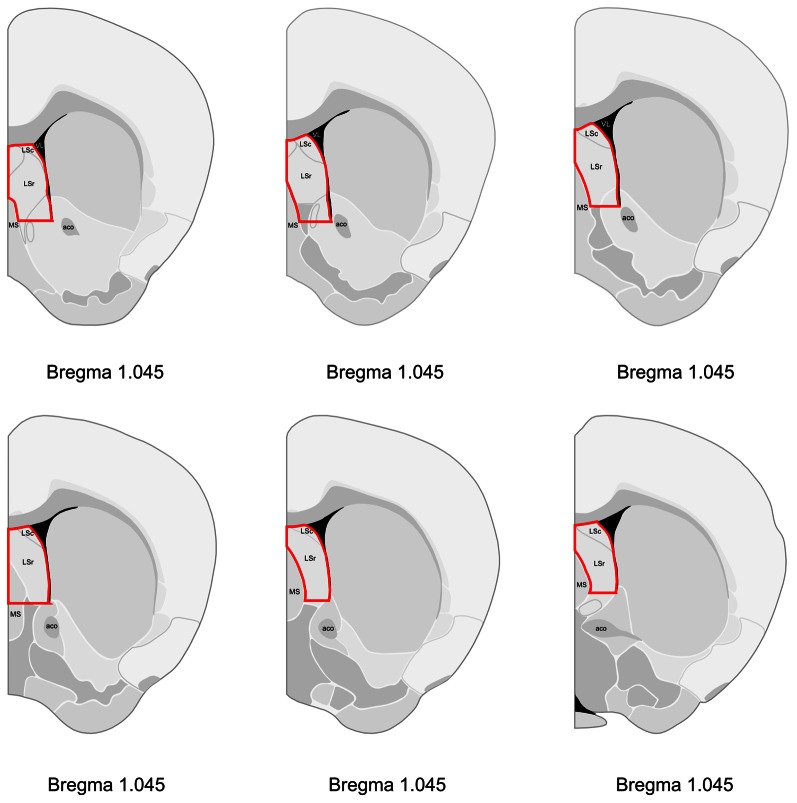
Schematic representation of the brain regions dissected for microarray and qPCR experiments. Dissections are outlined in red. Distance from Bregma in the rostrocaudal plane is indicated. Reprinted and modified from The Allen Mouse Brain Atlas (reference atlas version 1, 2008). Abbreviations: LSc, caudal part of the lateral septal nucleus; LSr, rostral part of the lateral septal nucleus; MS; medial septal nucleus; VL, lateral ventricle; aco, anterior commissure, olfactory limb.

**Table 1:** List of the 100 most significant gene expression differences between LS of lactating maternal mice and age-matched virgins.

Accession No.	Gene Symbol	Gene Title	Fold Change	
*Apoptosis, anti-apoptosis*				
NM_001079883	Bcl11b	B-cell leukemia/lymphoma 11B		0.79
NM_007537	Bcl2l2	BCL2-like 2		1.10
NM_009668	Bin1	bridging integrator 1		1.11
NM_011636	Plscr1	phospholipid scramblase 1		1.13
*Cell cycle, adhesion, division, death, differentiation and proliferation*				
NM_183187	Fam107a	family with sequence similarity 107, member A		1.17
NM_183183	Gprin3	GPRIN family member 3		0.79
NM_008258	Hn1	hematological and neurological expressed sequence 1		0.90
NM_001161535	Islr2	immunoglobulin superfamily containing leucine-rich repeat 2		0.85
NM_010660	Krt10	keratin 10		0.91
NM_178714	Lrfn5	leucine rich repeat and fibronectin type III domain containing 5		1.10
NM_177725	Lrrc8a	leucine rich repeat containing 8A		1.10
NM_028190	Luc7l	Luc7 homolog (S. cerevisiae)-like		1.08
NM_146061	Prr5	proline rich 5 (renal)		1.13
NM_011386	Skil	SKI-like		0.83
NM_011418	Smarcb1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily b, member 1		0.92
NM_133786	Smc4	structural maintenance of chromosomes 4		0.84
NM_001033272	Spata13	spermatogenesis associated 13		0.79
*Metabolic*				
NM_139306	Acer2	alkaline ceramidase 2		1.32
NM_177872	Adamts3	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 3		0.74
NM_009625	Adcyap1	adenylate cyclase activating polypeptide 1		1.13
NM_018737	Ctps2	cytidine 5′-triphosphate synthase 2		1.10
NM_016699	Exosc10	exosome component 10		0.96
NM_021896	Gucy1a3	guanylate cyclase 1, soluble, alpha 3		0.81
NM_008509	Lpl	lipoprotein lipase		0.65
NM_172948	Mgat5b	mannoside acetylglucosaminyltransferase 5, isoenzyme B		0.91
NM_019840	Pde4b	phosphodiesterase 4B, cAMP specific		0.91
NM_172267	Phyhd1	phytanoyl-CoA dioxygenase domain containing 1		1.20
NM_029614	Prss23	protease, serine, 23		1.17
NM_027997	Serpina9	serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 9		0.52
*Phosphorylation, dephosphorylation*				
NM_177407	Camk2a	calcium/calmodulin-dependent protein kinase II alpha		0.95
NM_146125	Itpka	inositol 1,4,5-trisphosphate 3-kinase A		0.86
NM_175171	Mast4	microtubule associated serine/threonine kinase family member 4		1.13
NM_008587	Mertk	c-mer proto-oncogene tyrosine kinase		1.24
NM_016891	Ppp2r1a	protein phosphatase 2 (formerly 2A), regulatory subunit A (PR 65), alpha isoform		0.95
*Protein ubiquitination, deubiquitination*				
NM_172835	Peli3	pellino 3		1.09
NM_144873	Uhrf2	ubiquitin-like, containing PHD and RING finger domains 2		1.14
NM_001033173	Usp31	ubiquitin specific peptidase 31		1.14
NM_025830	Wwp2	WW domain containing E3 ubiquitin protein ligase 2		0.94
*Regulation of transcription*				
NM_010155	Erf	Ets2 repressor factor		0.88
NM_175660	Hist1h2ab	histone cluster 1, H2ab		0.68
NM_013550	Hist1h3a	histone cluster 1, H3a		0.78
NM_178203	Hist1h3b	histone cluster 1, H3b		0.77
NM_178204	Hist1h3d	histone cluster 1, H3d		0.78
NM_178204	Hist1h3e	histone cluster 1, H3d		0.78
NM_145073	Hist1h3g	histone cluster 1, H3g		0.77
NM_178206	Hist1h3h	histone cluster 1, H3h		0.77
NM_178207	Hist1h3i	histone cluster 1, H3i		0.78
NM_175662	Hist2h2ac	histone cluster 2, H2ac		0.88
NM_001013813	Maml2	mastermind like 2 (Drosophila)		0.87
NM_001033713	Mef2a	myocyte enhancer factor 2A		0.91
NM_001136072	Meis2	Meis homeobox 2		0.88
NM_172788	Sh3rf3	SH3 domain containing ring finger 3		1.11
NM_172913	Tox3	TOX high mobility group box family member 3		0.86
*Signal transduction*				
NM_133237	Apcdd1	adenomatosis polyposis coli down-regulated 1		0.88
NM_207655	Egfr	epidermal growth factor receptor		0.85
NM_008072	Gabrd	gamma-aminobutyric acid (GABA) A receptor, subunit delta		0.75
NM_175668	Gpr4	G protein-coupled receptor 4		1.19
NM_146072	Grik1	glutamate receptor, ionotropic, kainate 1		1.21
NM_181850	Grm3	glutamate receptor, metabotropic 3		0.87
NM_174998	Hpcal4	hippocalcin-like 4		0.89
NM_013568	Kcna6	potassium voltage-gated channel, shaker-related, subfamily, member 6		1.14
NM_010597	Kcnab1	potassium voltage-gated channel, shaker-related subfamily, beta member 1		0.86
NM_008427	Kcnj4	potassium inwardly-rectifying channel, subfamily J, member 4		0.72
NM_001081027	Kcnt2	potassium channel, subfamily T, member 2		1.15
NM_001081298	Lphn2	latrophilin 2		0.86
NM_024200	Mfn1	mitofusin 1		1.15
NM_152229	Nr2e1	nuclear receptor subfamily 2, group E, member 1		0.85
NM_178751	Orai2	ORAI calcium release-activated calcium modulator 2		0.86
NM_177411	Rab5b	RAB5B, member RAS oncogene family		0.91
NM_011243	Rarb	retinoic acid receptor, beta		0.66
NM_009107	Rxrg	retinoid X receptor gamma		0.71
NM_011313	S100a6	S100 calcium binding protein A6 (calcyclin)		0.81
NM_030889	Sorcs2	sortilin-related VPS10 domain containing receptor 2		0.91
NM_016908	Syt5	synaptotagmin V		0.94
NM_021344	Tesc	tescalcin		0.82
NM_011648	Tshr	thyroid stimulating hormone receptor		0.82
NM_031877	Wasf1	WASP family 1		0.91
*Translation*				
NM_178627	Poldip3	polymerase (DNA-directed), delta interacting protein 3		0.94
NM_024212	Rpl4	ribosomal protein L4		0.92
NM_007475	Rplp0	ribosomal protein, large, P0		0.90
NM_177214	Snrnp200	small nuclear ribonucleoprotein 200 (U5)		0.92
*Transport*				
NM_017391	Slc5a3	solute carrier family 5 (inositol transporters), member 3		1.16
NM_194355	Spire1	spire homolog 1 (Drosophila)		1.07
*Other*				
NM_133729	2610018G03Rik	RIKEN cDNA 2610018G03 gene		0.80
ENSMUST00000055842	Armcx4	armadillo repeat containing, X-linked 4		1.15
NM_027560	Arrdc2	arrestin domain containing 2		1.13
NM_028386	Asphd2	aspartate beta-hydroxylase domain containing 2		0.87
BC096543	B930095G15Rik	RIKEN cDNA B930095G15 gene		1.14
NM_027909	C2cd2l	C2 calcium-dependent domain containing 2-like		0.90
NM_030179	Clip4	CAP-GLY domain containing linker protein family, member 4		0.88
NM_146067	Cpped1	calcineurin-like phosphoesterase domain containing 1		0.88
NM_198866	Dbpht2	DNA binding protein with his-thr domain		0.85
NM_001134457	Fam55c	family with sequence similarity 55, member C		1.10
NM_178673	Fstl5	follistatin-like 5		1.16
NM_207222	Lmo3	LIM domain only 3		0.81
NM_001164805	Thsd7a	thrombospondin, type I, domain containing 7A		0.81
NM_198627	Vstm2l	V-set and transmembrane domain containing 2-like		0.90
NM_001081382	Zfp777	zinc finger protein 777		0.92
NM_013859	*Znhit2-ps*	zinc finger, HIT domain containing 2, pseudogene		0.90
NM_145456	Zswim6	zinc finger, SWIM domain containing 6		0.84

All expression changes in Table 1 have FDR-adjusted p-values less than 0.11. Expression is given as fold change in lactating maternal LS relative to virgin; numbers greater than 1.0 indicate increases in maternal mice.

Numerous expression changes in GABA_A_ receptor subunits were confirmed by quantitative real-time PCR analysis (Fig. 2). For each subunit that exhibited significant expression changes, differences were found to be significant in lactating maternal LS relative to both virgin and pups removed groups. The α4 subunit was downregulated (p = 0.004 and p = 0.046), as was the δ subunit (p = 0.003 and p = 0.01). The ε subunit expression was elevated (p<0.001 and p = 0.001), along with the θ subunit (p = 0.023 and p = 0.001). The observed increase in α1 subunit expression did not reach significance (p = 0.077 and p = 0.092).

**Figure 2:**
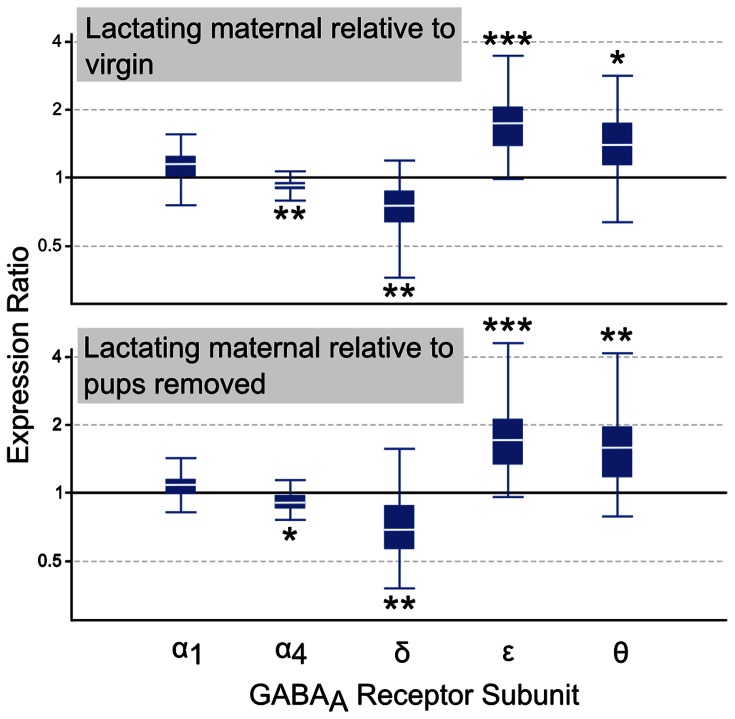
Quantitative real-time PCR analysis of GABA_A_ receptor subunit expression in lateral septum. Relative expression distribution (Y-axis) represented as a ratio of lactating maternal versus virgin (top panel, n = 8/group) and lactating maternal versus pups removed (bottom panel, n = 8/group), was normalized against two reference genes, Ppia and Ywhaz, and shown by box-and-whisker plots as medians (white lines), interquartile ranges (boxes), and ranges (whiskers). Ratios over one indicate genes that are more highly expressed in lactating maternal LS than in virgin or pups removed LS. *p<0.05; **p<0.01; ***p<0.001.

Quantitative real-time PCR analysis was used to confirm expression changes observed in microarray analysis for several genes of interest (Fig. 3). These genes were selected not only for their statistical significance in the current microarray experiment, but because they have appeared with regularity in numerous sets of significant expression results conducted in our laboratory across various regions of the maternal mouse brain ([15], unpublished observations). In lactating maternal LS relative to virgin, Cxcl12 and Socs2 were upregulated (p = 0.002 and p<0.001), while Fabp7, Gsr, and Pllp were downregulated (p<0.001, p = 0.04, and p = 0.018). In lactating maternal LS relative to pups removed, expression of Cxcl12 and Socs2 were again significantly elevated (p = 0.001 and p<0.001). Fabp7 was downregulated (p<0.001), but decreases in Gsr and Pllp did not reach significance (p = 0.125 and p = 0.074).

**Figure 3:**
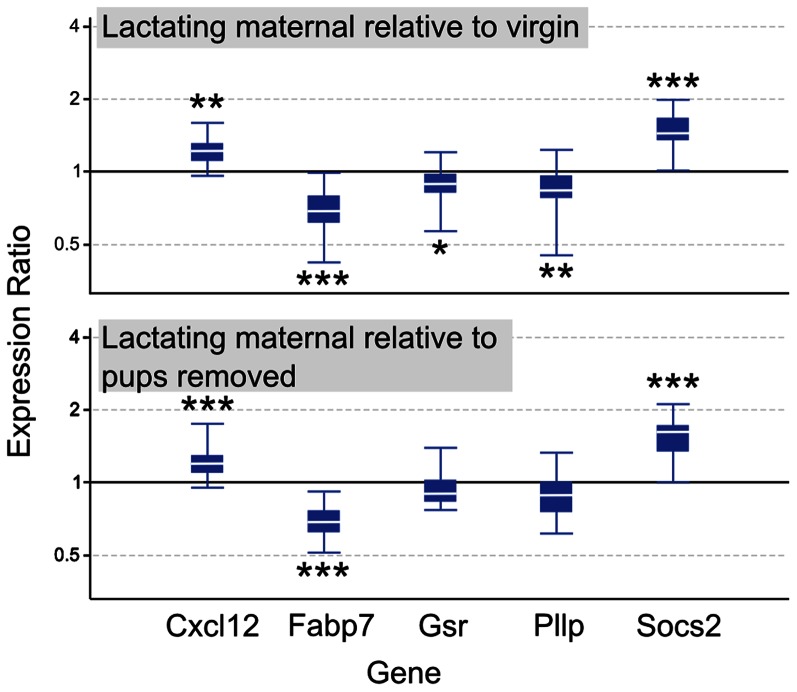
Quantitative real-time PCR analysis of gene expression in lateral septum. Relative expression distribution (Y-axis) represented as a ratio of lactating maternal versus virgin (top panel, n = 8/group) and lactating maternal versus pups removed (bottom panel, n = 8/group), was normalized against two reference genes, Ppia and Ywhaz, and shown by box-and-whisker plots as medians (white lines), interquartile ranges (boxes), and ranges (whiskers). Ratios over one indicate genes that are more highly expressed in lactating maternal LS than in virgin or pups removed LS. *p<0.05; **p<0.01; ***p<0.001.

NIH DAVID’s functional annotation clustering tool identified enriched biological pathways among the 809 significant expression changes in lactating maternal LS relative to virgin (765 IDs recognized by DAVID). Figure 4 visualizes four gene clusters of interest with particularly high enrichment scores as networks of nodes connected by a variety of annotated interaction data. 

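Several channel genes were lower in maternal than in virgin LS. Kcnj4, an inwardly rectifying potassium channel, fell by 0.40 on the log2 scale (SE 0.10, limma adjusted p = 0.185), and Cacng4, an auxiliary subunit of AMPA receptors, fell by 0.21 (SE 0.05, limma adjusted p = 0.179). Grik1, a kainate receptor subunit, rose by 0.26 (SE 0.08, limma adjusted p = 0.238), as did Slc5a11, a sodium-coupled sugar transporter, by 0.26 (SE 0.07, limma adjusted p = 0.195). Scn4b, a sodium channel beta subunit abundant in striatum, differed by -0.83 (SE 0.26, limma adjusted p = 0.259) and did not pass. Of the 34 members of the authors' ion channel cluster in Table S2, 16 were higher and 18 lower, of which 4 and 7 passed over all targets, and 16 and 18 when adjusted over the list alone. The study chose the cluster on these arrays, so these counts are not independent evidence of direction. Its mean differed by -0.066 (exact two-sided permutation test, adjusted p = 0.0081 over 5 clusters; adjusted p = 0.158 with an estimated correlation), with a median of -0.138 over members. In the same comparison, 34 of 35 marker genes of striatal medium spiny neurons were lower in maternal mice.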

The ion channel activity network consists of 34 genes, of which 15 were upregulated and 19 were downregulated. 

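Several members of the Ras related cluster were lower in maternal LS. Rem2, a GTPase that limits calcium channel activity, fell by 0.28 on the log2 scale (SE 0.07, limma adjusted p = 0.185), and Rab5b, which acts in early endosomes, fell by 0.15 (SE 0.04, limma adjusted p = 0.196). Rabl3 and Mras both fell by 0.12 (SE 0.03 each, limma adjusted p = 0.19 and 0.213), whereas Rhou rose by 0.14 (SE 0.04, limma adjusted p = 0.216). Of the 19 members of the Ras related cluster in Table S2, 6 were higher and 13 lower. Over all targets, 3 higher and 5 lower members passed, and 5 and 13 passed when adjusted over the list alone, on a list that the study drew from these arrays and that is not independent evidence. Of the 6 higher members, 3 are unnamed targets in the annotation used here, as are 2 of the 3 that rose, so that Rhou is the only named one to rise. The cluster's mean differed by -0.044 (exact permutation test, adjusted p = 0.0108, and adjusted p = 0.0044 with an estimated correlation), with a median of -0.11 over members. With the replicate number as a block, the test by sign flips gave an adjusted p of 0.0625, and the cluster did not pass. The smallest p that this test allows is 0.03125. The cluster member Rasd2 (-0.24, limma adjusted p = 0.37) is also in the list of striatal markers. The mean of that list differed by -0.325 (exact permutation test, adjusted p = 0.0173, and adjusted p = 0.146 with an estimated correlation). Whether the fall of the cluster depends on striatal tissue was not tested.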

The 19-gene network related to the Ras superfamily of small GTPases was primarily downregulated. 

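Tshr, the receptor for thyroid stimulating hormone that signals through cyclic AMP, fell by 0.29 on the log2 scale in maternal relative to virgin LS (SE 0.06, limma adjusted p = 0.111). The call was lost without maternal replicate 5 (-0.30). Adcy5, the main adenylyl cyclase of striatal neurons, fell by 0.30 (SE 0.08, limma adjusted p = 0.212), and Gucy1a1 (Gucy1a3), a subunit of the soluble guanylyl cyclase that nitric oxide activates, fell by 0.26 (SE 0.07, limma adjusted p = 0.215). These 3 were the members that passed among the 10 of the cluster in Table S2, in which 2 were higher and 8 lower. Adjusted over the list alone, 1 higher and 8 lower members passed, on genes the study chose from these arrays. The cluster's mean was 9.14 ± 0.11 in maternal and 9.39 ± 0.05 in virgin mice (SD, n = 6 each; exact permutation test, adjusted p = 0.0036; adjusted p = 0.0135 with an estimated correlation). All 19 measured cyclase genes together differed by -0.019, with 10 higher and 9 lower, 0 and 2 called and 2 and 3 when adjusted over the list alone (median 0.002; exact permutation test, adjusted p = 0.557). Among 22 phosphodiesterases, which break down cyclic nucleotides, Pde1b fell by 0.44 (SE 0.12, limma adjusted p = 0.19) and was the only member to pass; 4 passed, all lower, when adjusted over the list alone. The mean of the phosphodiesterases differed by -0.074 (exact permutation test, adjusted p = 0.0173; adjusted p = 0.149 with an estimated correlation), with a median of -0.013 over members. Markers of striatal medium spiny neurons, which include Pde1b and Adcy5, moved with this cluster: their mean was 9.60 ± 0.16 in maternal and 9.92 ± 0.09 in virgin mice (SD, n = 6 each).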

The cyclic nucleotide metabolism network is comprised of 10 genes that influence the activity of adenylyl cyclase and the biogenesis of cyclic nucleotides. The nucleosome network is a large group of histone and histone-related proteins. It exhibits downregulation of the core histones H2a, H2b, H3, as well as two linker H1 histones. 

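Core histone transcripts were lower in maternal than in virgin LS in each of these families. The 10 H2a targets fell by a median of 0.24 on the log2 scale (10 of 10 passed), the 10 H3 targets by 0.37 (10 of 10 passed), and of the 7 H2b targets, with a median of -0.33, 5 passed. H2ac4, listed by the authors as Hist1h2ab, fell by 0.45 (SE 0.07, limma adjusted p = 0.102), and H2bc3, listed as Hist1h2bb, by 0.49 (SE 0.13, limma adjusted p = 0.186). Of the 2 linker histones, H1f1 (Hist1h1a) fell by 0.27 (SE 0.08, limma adjusted p = 0.234) and H1f5 (Hist1h1b) differed by -0.16 (SE 0.05, limma adjusted p = 0.265), short of the threshold. Over the whole nucleosomal cluster of 38, 34 were lower, with 30 called, and 4 were higher, with 0 called in limma; adjusted over the list alone, 34 fell and 3 rose. The study chose these genes on these arrays, so the counts are not independent evidence. A list of 61 replication-dependent histone targets, of which many carry near-identical sequences, had 58 lower, with 34 called, and 45 lower and 1 higher when adjusted over the list alone. Its mean was 9.66 ± 0.10 in maternal and 9.87 ± 0.05 in virgin mice (SD, n = 6 each; exact permutation test, p = 0.0022, the smallest that 6 against 6 arrays allow, adjusted p = 0.0173; adjusted p = 0.0363 with an estimated correlation). Among targets whose genes are all histones by annotation, including those that name several, 55 differed by -0.20, with 21 called lower and 34 lower when adjusted over the list alone (exact permutation test, adjusted p = 0.0087 over the 2 histone lists added later). Histone genes of this kind are expressed in S phase, and a list of 43 cell cycle genes was also lower. Of its members, 40 of 43 were lower, with 8 called and 31 when adjusted over the list alone. The cell cycle mean differed by -0.134 (exact permutation test, p = 0.0022, adjusted p = 0.0173; adjusted p = 0.027 with an estimated correlation). Its called members included Nusap1, a protein of the mitotic spindle, which fell by 0.31 (SE 0.05, limma adjusted p = 0.102). Smc4, a condensin subunit, was also called and fell by 0.23 (SE 0.06, limma adjusted p = 0.182). Both genes are also in the nucleosomal cluster chosen on these arrays, so the cell cycle list is not fully independent of that cluster.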

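The H4 genes measured here did not pass. H4c4 had a log2 difference of -0.19 and H4c6 of -0.10 in maternal relative to virgin LS, and of 7 H4 targets 6 were lower and 1 higher. In limma 0 of the 7 passed over all targets and 0 when adjusted over the list alone, and the smallest unadjusted p was 0.112, for H4f16 (log2 difference -0.10). The H4 list had a mean of 9.10 ± 0.13 in maternal and 9.17 ± 0.09 in virgin mice (SD, n = 6 each; exact two-sided permutation test, p = 0.344, adjusted p = 0.551). With targets that name several H4 genes added, 13 targets differed by -0.103 (exact permutation test, p = 0.227), with 12 lower and 0 called. The difference between the H4 list and the other histones was not itself tested.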

No H4 histones displayed significant expression changes. A more detailed expression data summary for enriched clusters is provided in Table S2.

**Figure 4:**
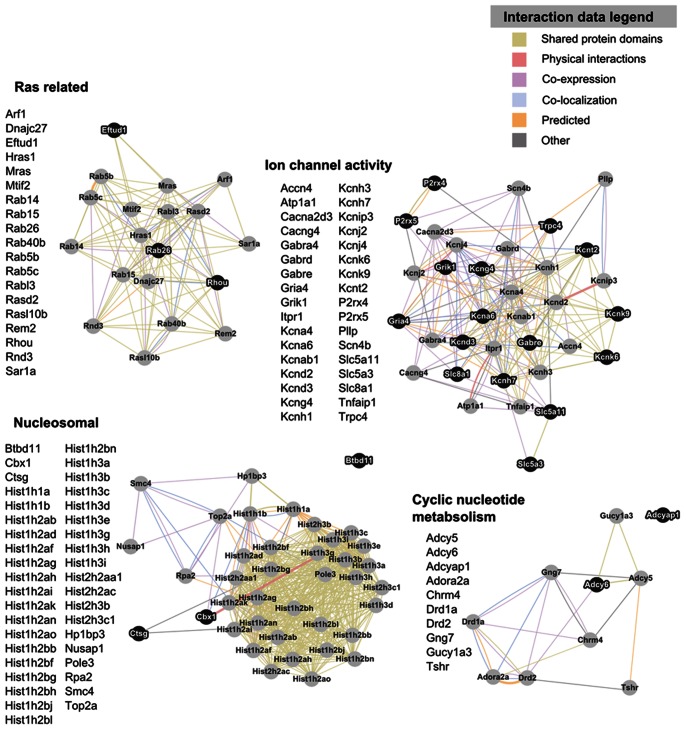
Gene clusters found to be enriched in the LS of lactating maternal mice relative to virgin mice as interaction networks. Gene lists for each cluster are presented to the left of their respective network visualization. Gene symbols in bold text are upregulated in lactating maternal LS relative to virgin, and are represented in the network images as dark nodes with white text. Non-bold gene symbols and grey nodes with dark text correspond to genes that are downregulated. The nature of the interaction data linking any two nodes is encoded by color. Distance between nodes is proportional to the strength of evidence for their interactions.

In the 809 significant expression changes in maternal LS relative to virgin, NIH DAVID’s functional annotation clustering tool detected enrichment in numerous, small gene sets that each included genes linked to developmental processes and neuron/glial differentiation. 

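Nr2e1, a nuclear receptor that maintains neural stem cells, fell by 0.22 on the log2 scale in maternal relative to virgin LS (SE 0.04, limma adjusted p = 0.111), and Nes, the intermediate filament nestin, fell by 0.21 (SE 0.05, limma adjusted p = 0.139). The Nr2e1 call was lost without maternal replicate 5 (-0.21). Bcl11b, a transcription factor of striatal projection neurons, fell by 0.31 (SE 0.07, limma adjusted p = 0.128), and Robo2, an axon guidance receptor, fell by 0.35 (SE 0.10, limma adjusted p = 0.204). Of the 33 members of the authors' developmental cluster, 12 were higher and 21 lower, with 3 and 9 called; adjusted over the list alone all 33 passed, on a list made from these arrays that is not independent evidence. The mean of the cluster differed by -0.092 (exact permutation test, adjusted p = 0.0036; adjusted p = 0.0051 with an estimated correlation). The cluster includes Bcl11b, Drd1 and Drd2, which are striatal markers. The mean of the striatal list differed by -0.325 (exact permutation test, adjusted p = 0.0173, and adjusted p = 0.146 with an estimated correlation). Whether that list and the cluster differ from each other was not tested. All 10 measured markers of neural stem cells and transit amplifying cells were lower, 4 of them called over all targets and 4 when adjusted over the list alone. Several of these markers are also expressed by astrocytes. Their mean was 9.01 ± 0.06 in maternal and 9.17 ± 0.06 in virgin mice (SD, n = 6 each; exact permutation test, adjusted p = 0.0289; adjusted p = 0.0363 with an estimated correlation). It no longer passed without virgin replicate 2 (-0.138), maternal replicate 4 (-0.156) or maternal replicate 5 (-0.152). The 12 markers of migrating neuroblasts differed by -0.096, with 10 lower and 0 called in limma (7 lower when adjusted over the list alone; exact permutation test, p = 0.026, adjusted p = 0.0866). The list passed without maternal replicate 3 (-0.116). Markers of the ventricular lining did not pass as lists. The 13 ependymal markers differed by -0.261 (exact permutation test, p = 0.0476, adjusted p = 0.119; 12 lower when adjusted over the list alone) and the 15 choroid plexus markers by -0.571 (exact permutation test, p = 0.117, adjusted p = 0.275; 12 lower when adjusted over the list alone), and 0 of either passed over all targets in limma. From the enrichment of developmental genes, the paper sees some backing for the idea that maternity is a further life stage with terminal differentiation of the CNS. Should the changes reflect developmental activity, it expects that anatomical and histological work may give more direct evidence.

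**Figure D1:**
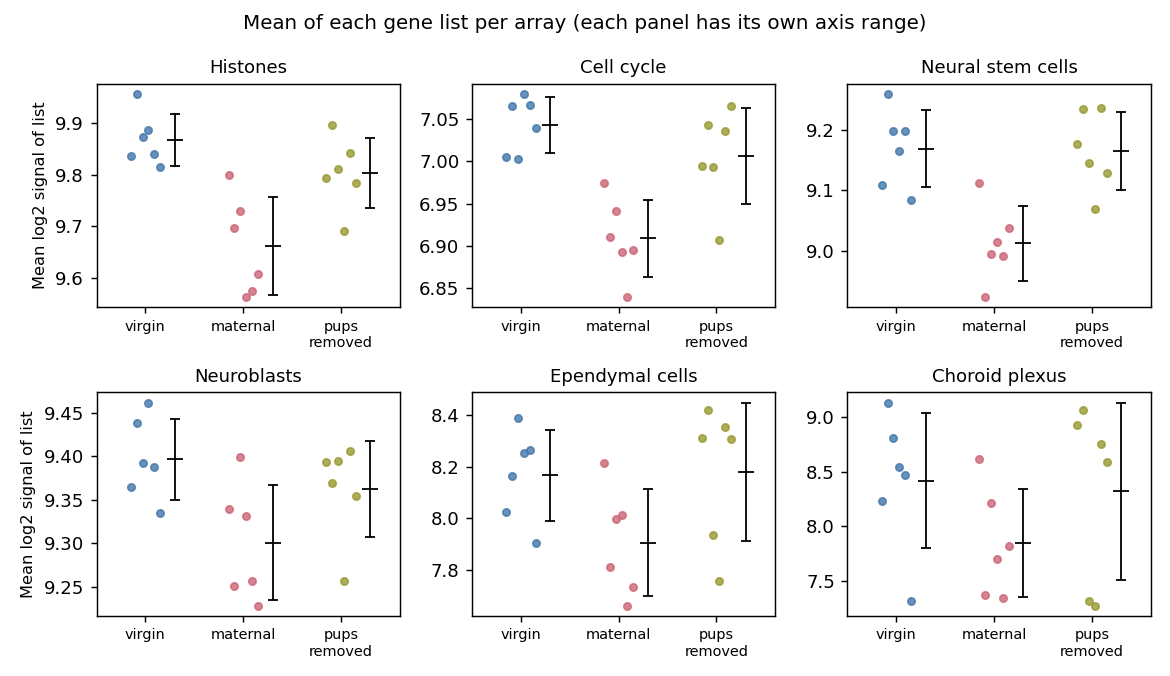
Mean log2 signal of 6 gene lists (y axis) in each of 6 virgin, 6 lactating maternal and 6 pups removed mice (x axis); points are arrays, and the bar beside them is the mean with its SD. The maternal means of the neural stem cell list (9.01) and the cell cycle list (6.91) lie under the virgin means (9.17 and 7.04), and the axis range differs between panels.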

We consolidated these developmentally related genes into a single, larger cluster that is visualized in Figure 5. Expression data for this cluster can be viewed in Table S2.

**Figure 5:**
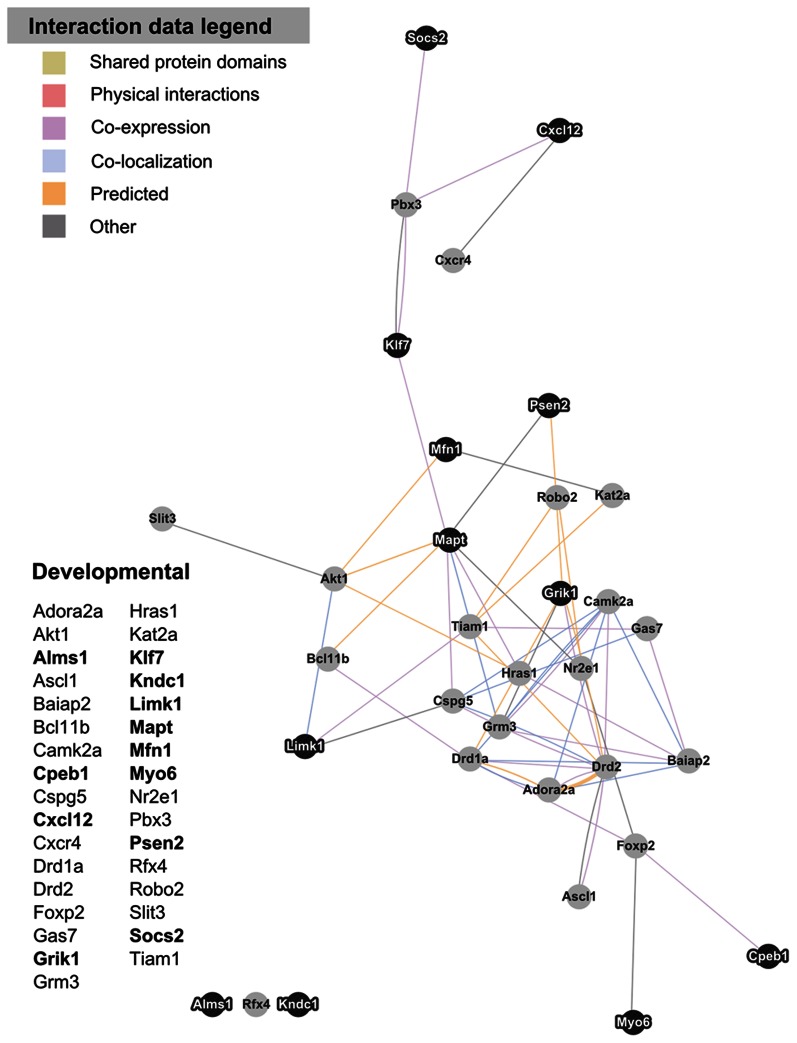
Cluster of genes enriched in maternal LS related to developmental processes and cell differentiation. Gene lists for the cluster is presented to the left of the network visualization. Gene symbols in bold text are upregulated in lactating maternal LS relative to virgin, and are represented in the network images as dark nodes with white text. Non-bold gene symbols and grey nodes with dark text correspond to genes that are downregulated. The nature of the interaction data linking any two nodes is encoded by color. Distance between nodes is proportional to the strength of evidence for their interactions.

To assess which gene changes may be most strongly associated with continued sensory input from pups, we identified genes that exhibited significance in lactating maternal LS when compared to both virgin and pups removed groups. 

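Fam107a, a stress-responsive regulator of actin, rose by 0.33 on the log2 scale in maternal relative to pups removed LS (SE 0.04, limma adjusted p = 0.000923) and by 0.22 relative to virgin (SE 0.04, limma adjusted p = 0.111). Sult1a1, a phenol sulfotransferase, rose by 0.33 against pups removed (SE 0.06, limma adjusted p = 0.194) and by 0.28 against virgin (SE 0.06, limma adjusted p = 0.123), and Phyhd1 by 0.32 (SE 0.06, limma adjusted p = 0.197) and 0.24 (SE 0.06, limma adjusted p = 0.185). Mgat5b, a glycosyltransferase of brain, fell by 0.15 and 0.13 (SE 0.03 each, limma adjusted p = 0.194 and 0.114). Fjx1, a secreted regulator of dendrite growth, fell by 0.25 and 0.24 (SE 0.05 each, limma adjusted p = 0.197 and 0.111), and the phosphatase gene Cpped1 by 0.19 and 0.17 (SE 0.04 each, limma adjusted p = 0.217 and 0.123). Against pups removed, the calls were lost in 10 of the 18 fits that each left out 1 array for Cpped1 (-0.22 to -0.17 over the 18), 9 for Fjx1 (-0.27 to -0.23), 8 for Mgat5b (-0.16 to -0.14) and 7 for Phyhd1 (0.28 to 0.36) and Sult1a1 (0.30 to 0.36), each time among them those without maternal replicates 2, 3, 4 or 6. Fam107a kept that call in all 18, and its call against virgin was lost without maternal replicate 5 (0.20), that of Sult1a1 without virgin replicate 2 (0.28) or maternal replicate 5 (0.30). These 6 were the genes that passed the adjusted p of 0.25 in both comparisons with the same direction, 3 higher and 3 lower. Against pups removed alone, 11 targets passed (8 higher, 3 lower), of which Fam107a and 4 hemoglobin targets were under 0.05, and 3186 had an unadjusted p under 0.05. Every gene of the 69 in Table 2 had the printed direction in both comparisons; 67 had an unadjusted p under 0.05 against pups removed and 69 against virgin. They were selected on these arrays, so the tally is not independent evidence. Both comparisons use the same 6 maternal arrays, which alone makes their differences alike. At an unadjusted p of 0.05, 1095 targets changed the same way in both, against a mean of 372.7 and a highest of 1306 over 100 simulated sets with no effect but shared maternal arrays. The count of 6 past the adjusted threshold also lay within the range of these sets, whose mean was 0.23 and highest 13, and the differences of the comparisons had a Pearson r across targets of 0.459, against a mean of 0.486 in the sets. With 3 maternal arrays set against virgin and the other 3 against pups removed, 0 targets passed both thresholds in limma in either arrangement. In both comparisons, 291 and 188 had an unadjusted p under 0.05, for which no chance value is given here. With all 6 maternal arrays, fits of only the 2 groups compared already gave a count of 2. With fewer arrays, the 0 therefore cannot decide whether the overlap came from the shared arrays. The count of 6 depended on what was tested, and with the replicate number as a block it was 3 (3 higher, 0 lower). It was 108 (23 higher, 85 lower) when the 21789 targets naming 1 gene were tested alone, 86 (15 and 71) without dim targets and 141 (33 and 108) with array weights. The count against pups removed was then 309 (80 and 229), 169 (44 and 125) and 783 (227 and 556), so that most targets were lower in each of these fits. The count of 6 was 210 (41 higher, 169 lower) without pups removed replicate 4, 104 without maternal replicate 1, 14 without virgin replicate 5, 3 without virgin replicate 3, 1 without maternal replicates 3, 4 or 5 and 2 without maternal replicate 6 or pups removed replicate 6. Against pups removed alone it was 719, 204, 30 and 19 without pups removed replicate 4, maternal replicate 1, virgin replicate 5 and virgin replicate 4, and 6 and 5 without maternal replicates 3 and 4.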

Table 2 presents the 69 genes for which expression changes relative to maternal were significant (FDR-adjusted p-values for both comparisons <0.25) and were in the same direction. This list therefore represents genes for which expression changes detected between lactating maternal and virgin LS were most closely mirrored in lactating maternal relative to pups removed. A full listing of all gene comparisons of maternal versus the pups removed group is also provided in Table S1.

**Table 2:** List of 68 genes that displayed significant expression changes in the LS of lactating maternal mice compared to both virgin and pups removed groups.

Accession No.	Gene Symbol		Gene Title	Fold Change (vs.pups removed)	Fold Change(vs. virgin)
*Cell cycle, adhesion, division, death, differentiation and proliferation*					
NM_170597	Creg2	cellular repressor of E1A-stimulated genes 2		0.90	0.92
NM_001166273	Cspg5	chondroitin sulfate proteoglycan 5		0.90	0.92
NM_183187	Fam107a	family with sequence similarity 107, member A		1.26	1.17
NM_011812	Fbln5	fibulin 5		1.24	1.19
NM_010218	Fjx1	four jointed box 1 (Drosophila)		0.84	0.87
NM_008538	Marcks	myristoylated alanine rich protein kinase C substrate		0.90	0.88
NR_033728	Nit1	nitrilase 1		1.06	1.08
NM_011386	Skil	SKI-like		0.87	0.83
*Metabolic*					
NM_001081204	B3galtl	beta 1,3-galactosyltransferase-like		0.91	0.92
NM_028979	Cyp2j9	cytochrome P450, family 2, subfamily j, polypeptide 9		1.18	1.14
NM_172948	Mgat5b	mannoside acetylglucosaminyltransferase 5, isoenzyme B		0.88	0.91
NM_172267	Phyhd1	phytanoyl-CoA dioxygenase domain containing 1		1.27	1.20
NM_029614	Prss23	protease, serine, 23		1.17	1.17
NM_001101430	Psmg4	proteasome (prosome, macropain) assembly chaperone 4		0.90	0.91
NM_133670	Sult1a1	sulfotransferase family 1A, phenol-preferring, member 1		1.34	1.30
*Phosphorylation, dephosphorylation*					
NM_009652	Akt1	thymoma viral proto-oncogene 1		0.93	0.92
NM_008587	Mertk	c-mer proto-oncogene tyrosine kinase		1.26	1.24
NM_016891	Ppp2r1a	protein phosphatase 2 (formerly 2A), regulatory subunit A (PR 65), alpha isoform		0.95	0.95
*Protein ubiquitination, deubiquitination*					
NM_173784	Ubtd2	ubiquitin domain containing 2		0.87	0.90
NM_144873	Uhrf2	ubiquitin-like, containing PHD and RING finger domains 2		1.13	1.14
*Regulation of transcription*					
BC024814	BC024814	cDNA sequence BC024814		0.87	0.90
NM_023876	Elp4	elongation protein 4 homolog (S. cerevisiae)		0.91	0.93
NM_133658	Ercc3	excision repair cross-complementing rodent repair deficiency, complementation group 3		0.93	0.93
NM_178213	Hist2h2ab	histone cluster 2, H2ab		0.89	0.87
NM_175662	Hist2h2ac	histone cluster 2, H2ac		0.90	0.88
NM_001033713	Mef2a	myocyte enhancer factor 2A		0.93	0.91
NR_030470	Mir669a-2	microRNA 669a-2		1.24	1.20
NM_181650	Prdm4	PR domain containing 4		0.93	0.95
NM_001166410	Rbm3	RNA binding motif protein 3		0.70	0.76
NM_001024918	Rfx4	regulatory factor X, 4 (influences HLA class II expression)		0.86	0.89
NM_029949	Snapc3	small nuclear RNA activating complex, polypeptide 3		1.06	1.07
NM_001168578	Tceal8	transcription elongation factor A (SII)-like 8		0.88	0.86
NM_172913	Tox3	TOX high mobility group box family member 3		0.87	0.86
NM_001164578	Tsr2	TSR2, 20S rRNA accumulation, homolog (S. cerevisiae)		0.94	0.91
NM_144546	Zfp119a	zinc finger protein 119a		0.87	0.89
*Signal transduction*					
NM_133237	Apcdd1	Adenomatosis polyposis coli down-regulated 1		0.83	0.88
NM_008533	Cd180	CD180 antigen		0.86	0.84
NM_009895	Cish	cytokine inducible SH2-containing protein		1.20	1.20
NM_010108	Efna3	ephrin A3		0.91	0.89
NM_207655	Egfr	epidermal growth factor receptor		0.89	0.85
NM_053072	Fgd6	FYVE, RhoGEF and PH domain containing 6		1.09	1.08
NM_175668	Gpr4	G protein-coupled receptor 4		1.18	1.19
NM_001081298	Lphn2	latrophilin 2		0.89	0.86
NM_001083897	Mpzl1	myelin protein zero-like 1		0.91	0.91
NM_019515	Nmu	neuromedin U		1.35	1.42
NM_152229	Nr2e1	nuclear receptor subfamily 2, group E, member 1		0.87	0.85
NM_178751	Orai2	ORAI calcium release-activated calcium modulator 2		0.86	0.86
NM_027571	P2ry12	purinergic receptor P2Y, G-protein coupled 12		0.88	0.87
NM_001042499	Rabl3	RAB, member of RAS oncogene family-like 3		0.92	0.91
NM_007706	Socs2	suppressor of cytokine signaling 2		1.32	1.30
NM_133789	Strn4	striatin, calmodulin binding protein 4		0.93	0.92
*Transport*					
NM_027560	Arrdc2	arrestin domain containing 2		1.11	1.13
NM_010634	Fabp5	fatty acid binding protein 5, epidermal		0.79	0.81
NM_021272	Fabp7	fatty acid binding protein 7, brain		0.69	0.71
NM_175112	Rae1	RAE1 RNA export 1 homolog (S. pombe)		0.94	0.92
NM_009155	Sepp1	selenoprotein P, plasma, 1		1.17	1.08
NM_178639	Sfxn5	sideroflexin 5		0.93	0.93
NM_146198	Slc5a11	solute carrier family 5 (sodium/glucose cotransporter), member 11		1.14	1.21
NM_138599	Tomm70a	translocase of outer mitochondrial membrane 70 homolog A (yeast)		0.90	0.88
*Other*					
NM_025675	Atpbd4	ATP binding domain 4		0.86	0.91
BC090976	BC022687	cDNA sequence BC022687		0.89	0.90
NM_001166164	Ccdc74a	coiled-coil domain containing 74A		0.89	0.89
NM_030179	Clip4	CAP-GLY domain containing linker protein family, member 4		0.91	0.88
NM_153507	Cpne2	copine II		0.91	0.92
NM_146067	Cpped1	calcineurin-like phosphoesterase domain containing 1		0.86	0.88
NM_026062	Fam69a	family with sequence similarity 69, member A		0.87	0.87
NM_001033550	Lrrc8b	leucine rich repeat containing 8 family, member B		0.92	0.92
NM_026845	Ppil1	peptidylprolyl isomerase (cyclophilin)-like 1		0.87	0.83
NM_024196	Tbc1d20	TBC1 domain family, member 20		0.90	0.89

The genes in Table 2 have FDR-adjusted p-values for each individual comparison under 0.25. Expression is given as fold change in lactating maternal LS relative to pups removed or virgin groups.

## Discussion

This study used Affymetrix microarray and quantitative real-time PCR to identify gene expression changes occurring naturally in LS of mice in association with the transition from a virgin to postpartum state at multiple levels of analysis, from single genes to enriched networks and biological pathways. Additionally, we evaluated the degree to which expression changes are dependent on the continued sensory input from pups. The results reveal numerous changes in genes of interest that may be of particular importance as markers of the maternal phenotype, including differential regulation of GABA_A_ receptor subtypes.

### Dynamic Regulation of GABA_A_ Receptor Subunits in Maternal LS

The GABA_A_ receptor was selected as a protein of interest based on previous studies suggesting the importance of GABA signaling in the LS for maternal behavior. Site-directed application of GABA_A_ receptor antagonist was shown to inhibit offspring protection in lactating maternal mice [10], and it has recently been demonstrated that glutamic acid decarboxylase (GAD) 65 and 67, the rate-limiting enzymes in the production of GABA, are upregulated in rostral LS of postpartum maternal mice [11]. The present study explores whether changes in GABA_A_ receptor expression might be a mechanism of regulating GABA signaling in LS.

In the microarray analysis, three GABA_A_ receptor subunits showed significant expression differences in lactating maternal LS relative to virgin, including δ, ε, and α4 (FDR-adjusted p<0.25). 

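Gabrd, the δ subunit gene, was at 8.35 ± 0.15 (log2 signal, SD, n = 6) in maternal and 8.72 ± 0.08 (SD, n = 6) in virgin LS and fell by 0.37 (SE 0.10, limma adjusted p = 0.212). Gabra4, the α4 subunit that joins δ in extrasynaptic receptors, was at 10.32 ± 0.11 and 10.50 ± 0.08 (SD, n = 6 each), a difference of -0.18 (SE 0.06, limma adjusted p = 0.296). Gabre, the ε subunit gene, was at 8.54 ± 0.20 and 8.11 ± 0.17 (SD, n = 6 each), a difference of 0.42 or 1.34-fold (SE 0.15, limma adjusted p = 0.311). All 6 maternal mice lay below the virgin mean for Gabrd and Gabra4 and above it for Gabre, but over all targets α4 and ε did not pass the threshold of 0.25. By an exact permutation test of each gene alone, p was 0.0022 for Gabrd, 0.0043 for Gabra4 and 0.0087 for Gabre. Of 16 measured GABA-A subunit genes, 11 were higher and 5 lower. Gabrd and Gabrr1, the ρ1 subunit gene (-0.21, SE 0.06, limma adjusted p = 0.229), fell and 0 rose; adjusted over the list alone, 5 were higher and 4 lower. The mean of the subunit genes differed by 0.024 (exact two-sided permutation test, adjusted p = 0.557), and that of 7 genes of GABA synthesis and transport by 0.038 with a median of -0.007 (exact permutation test, adjusted p = 0.448; 0 called in limma over all targets or over the list alone). Gabrd did not pass without virgin replicates 2 (-0.37), 3 (-0.35), 4 (-0.36) or 5 (-0.36) or without maternal replicates 2 (-0.36), 4 (-0.32), 5 (-0.37) or 6 (-0.36). With the mean of striatal markers as a covariate its difference was -0.05, and with that of stem cell, neuroblast and cell cycle genes 0.04. The latter covariate also turned Gabra4 to 0.02 and Gabre to -0.04. Both covariates were themselves lower in maternal mice (striatal mean -0.325, cell cycle mean -0.134), so they take up part of the group difference. These values therefore cannot show that a change is absent or reversed. From lower α4 and δ expression, the paper proposes that a reduced influence of neurosteroids on GABA signaling in the LS may be important for keeping up the maternal phenotype after parturition.

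**Figure D2:**
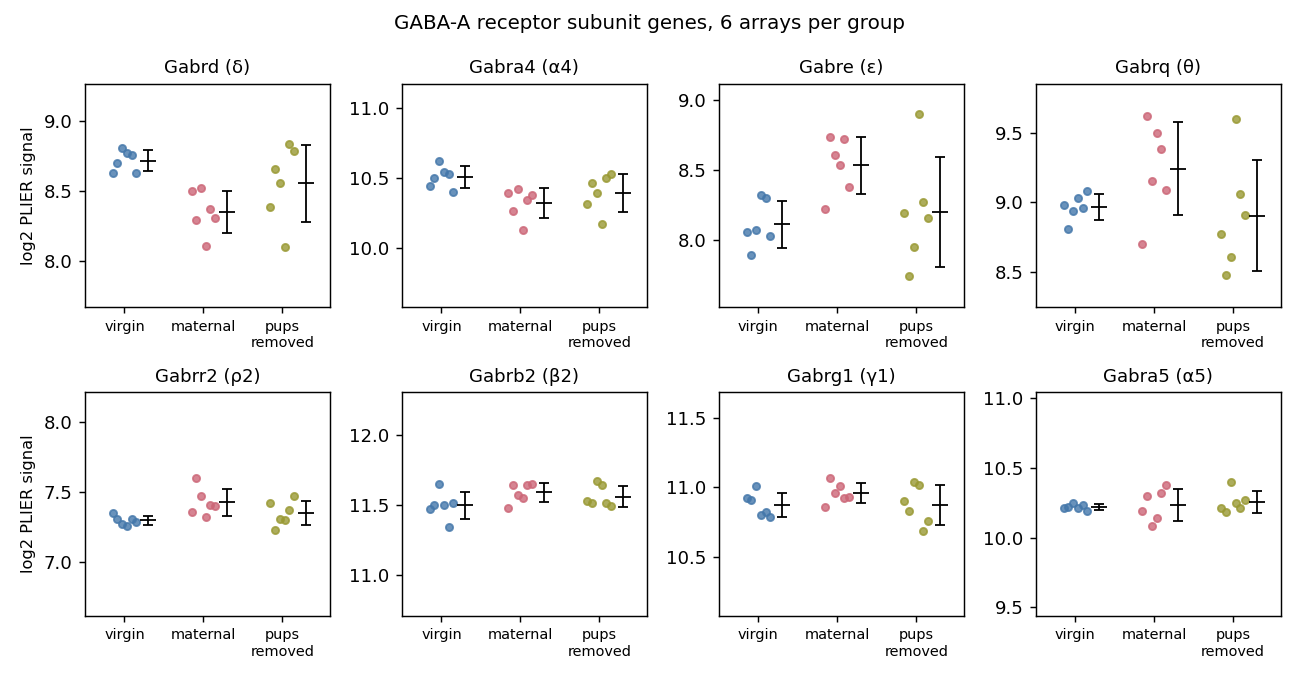
Log2 PLIER signal (y axis) of 8 GABA-A receptor subunit genes in each of 6 virgin, 6 lactating maternal and 6 pups removed mice (x axis); points are arrays, and the bar beside them is the mean with its SD. Each panel spans the same range on the log2 scale, and the spread among pups removed mice is wider than among virgin mice for Gabrd (SD 0.28 and 0.08) and Gabre (SD 0.39 and 0.17). Pups removed replicate 4 is the lowest of its group for Gabrd (8.1) and the highest for Gabre (8.9), which adds to this spread.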

Several additional subunits, such as α1, ρ2, γ1, α5, θ, and β2, exhibited possible significance (PLIER p<0.05). 

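Among the further subunit genes, Gabrr2, which encodes ρ2, was at 7.43 ± 0.10 (log2 signal, SD, n = 6) in maternal and 7.30 ± 0.03 (SD, n = 6) in virgin LS. Its difference of 0.13 (SE 0.05) had a limma adjusted p of 0.34 (exact permutation test, p = 0.0043). Gabrq, the θ subunit gene, differed by 0.27 (SE 0.16, limma adjusted p = 0.58; exact permutation test, p = 0.0866), with maternal mice spread by an SD of 0.33. Gabrb2, the β2 gene, has 3 targets, with log2 differences of 0.09, 0.07 and 0.04 (limma adjusted p = 0.523, 0.537 and 0.849; exact permutation test, p = 0.0844 for the brightest). Gabrg1, the γ1 gene, differed by 0.08 (SE 0.06, limma adjusted p = 0.654; exact permutation test, p = 0.11). Gabra5, the α5 gene, was level at 10.24 ± 0.12 and 10.22 ± 0.02 (SD, n = 6 each), a difference of 0.02 (SE 0.05, limma adjusted p = 0.936; exact permutation test, p = 0.762) whose sign turned without maternal replicate 6 (-0.01). None of these genes passed the adjusted p of 0.25. With the mean of stem cell, neuroblast and cell cycle genes as a covariate, the sign turned for Gabrq (-0.33), Gabrb2 (-0.05), Gabrg1 (-0.09) and Gabra5 (-0.08). That covariate was itself lower in maternal mice, so the turned signs do not show a reversed change.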

The most ubiquitous and abundant GABA_A_ receptor subtype in the brain is composed of two α1, two β2, and one γ2 subunit [12], [14]. α1 and β2 displayed relatively small fold changes (1.06 and 1.05), while much more robust alterations were detected for δ (0.75), ε (1.39), α4 (0.88), and θ (1.26 (Table S1)). qPCR confirmation of the α1 result showed an increase that did not reach significance (p = 0.077). This suggests that the commonly found α1β2γ2 subtype is not dynamically regulated (at least at high levels) in the LS during the transition from a virgin to lactating maternal state. Conversely, qPCR confirmed significant expression changes for δ, ε, α4, and θ subunits (Fig. 2).

δ assembles with α4 endogenously to form a benzodiazepine insensitive receptor that mediates a tonic, rather than phasic, form of inhibitory current. α4/δ containing receptors have a high affinity for GABA, resist desensitization, and exhibit some degree of agonist-independent activity. They are located extrasynaptically and are positively modulated by the binding of neurosteroids [16]–[18]. Expression of the δ subunit has been shown to be dynamically downregulated in several brain regions in pregnant mice and is proposed to be a mechanism of maintaining a steady level of inhibition in the face of increasing progesterone associated with the prepartum period [19]. Our results provide evidence that a reduced sensitivity to neurosteroid influence on GABA signaling in the LS may also be important for maintaining the maternal phenotype after parturition. Neurosteroids can be synthesized in peripheral locations before crossing the blood brain barrier and are also produced locally in some regions of the brain by certain neurons and glia that exert autocrine and paracrine-like effects [20]. It is also possible that a reduction in tonic GABA inhibition could allow for the emergence of more precise rapid, synaptic transmission. One study has shown that transgenic mice expressing more extrasynaptic GABA_A_ receptors than their wild type counterparts exhibited greater tonic currents and smaller GABA-mediated mIPSCs [21]. If an inverse relationship between these two modes of signaling exists, then regulation of the relative amounts of synaptic versus extrasynaptic GABA_A_ receptors could have significant effects on the nature of net neuronal activity in the maternal LS.

### Additional Changes in Genes Related to Neuronal Signaling in Maternal LS

A large and diverse group of genes related to neuronal signaling was enriched in the maternal LS relative to virgin, including a large number of potassium channel related genes (Fig. 4). These channels are involved with many physiological functions, including regulation of neurotransmitter release and neuronal excitability. They also play a crucial role in shaping the action potential [22]–[24]. 

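Potassium channel genes went both ways in maternal relative to virgin LS. Kcnt2, a sodium-activated potassium channel, rose by 0.20 on the log2 scale (SE 0.05, limma adjusted p = 0.16). Kcnd2, a subunit of A-type channels, fell by 0.16 (SE 0.05, limma adjusted p = 0.212), as did Kcnip3, which binds such channels, by 0.19 (SE 0.06, limma adjusted p = 0.241). Of the 15 potassium channel genes in the ion channel cluster, chosen by the study on these arrays, 7 were higher and 8 lower, with 1 and 3 called. Of the 87 potassium channel genes on the list used here, 41 were higher and 46 lower, also with 1 and 3 called. Adjusted over the list alone, 13 and 20 passed. The list is not complete, since it lacks Kcne1l, which was also called lower (-0.235). The mean over the 87 genes was 8.47 ± 0.01 in maternal and 8.51 ± 0.01 in virgin mice (SD, n = 6 each; exact permutation test, p = 0.0022, the smallest that 6 against 6 arrays allow, adjusted p = 0.0173; adjusted p = 0.543 with an estimated correlation), while the median difference of its members was -0.005.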

Regulation of potassium channel subunits appears to be complex; approximately half of potassium channel genes in this enriched cluster were upregulated in maternal LS compared to virgin, while the other half were downregulated. The ion channel cluster also includes genes involved in purinergic signaling, calcium channels, and glutamate signaling. The transient receptor potential cation channel, subfamily C, member 4 (Trpc4) was detected by microarray to be elevated by 13% in maternal LS compared to both virgin and pups removed groups (Fig. 4; Table S1). 

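Trpc4 was at 11.31 ± 0.04 (log2 signal, SD, n = 6) in maternal, 11.14 ± 0.11 (SD, n = 6) in virgin and 11.13 ± 0.16 (SD, n = 6) in pups removed LS. It differed by 0.17 from virgin (SE 0.06, limma adjusted p = 0.367) and by 0.18 from pups removed (SE 0.06, limma adjusted p = 0.457), so that neither comparison passed, although all 6 maternal mice lay above both means. With the replicate number as a block, Trpc4 passed against virgin (limma adjusted p = 0.248) but not against pups removed. Trpc5 differed by 0.13 (SE 0.08, limma adjusted p = 0.58) and Trpc1 by -0.05 (SE 0.04, limma adjusted p = 0.674) from virgin. The 5 Trpc genes together differed by 0.051 (exact two-sided permutation test, p = 0.0455, adjusted p = 0.119; 1 higher when adjusted over the list alone), and the list passed without maternal replicate 1 (0.065). Among 14 markers of lateral septal neurons, Zic4 differed by 0.14 and Homer2 by 0.14. In all, 8 of the 14 were higher and 6 lower, with 0 called in limma and 4 and 3 when adjusted over the list alone. Their mean differed by 0.013 (exact permutation test, p = 0.628, adjusted p = 0.739).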

Trpc4 is interesting because it has a very restricted distribution in the brain and is most highly expressed in LS. Trpc4 and Trpc1 are the predominant Trpcs in LS, and may form heteromeric channels responsible for maintaining plateau potentials that can cause epileptic burst firing and even cell death in LS neurons [25]. Trpc4 knockout rats exhibit a phenotype of reduced social exploration and heightened social anxiety [26]. It has additionally been shown that Trpc4 is expressed in tyrosine hydroxylase positive dopamine neurons in the ventral tegmental area [27], demonstrating a possible link to reward circuitry. It is therefore possible that the dynamic regulation of Trpc4 expression in the postpartum LS could be a central mechanism of altering sociability in maternal mammals.

The modulatory neurotransmitter dopamine contributes to learning motivation and reward associated behaviors [28]. Dopamine receptors 1a (Drd1a) and 2 (Drd2) were downregulated in maternal LS relative to virgin (by 21% and 17%, respectively), but the functional significance of the changes is still be to be evaluated. 

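Drd2 was at 11.23 ± 0.15 (log2 signal, SD, n = 6) in maternal and 11.50 ± 0.07 (SD, n = 6) in virgin LS, a difference of -0.27 (SE 0.09, limma adjusted p = 0.286). Drd1 (Drd1a) was at 9.44 ± 0.20 and 9.76 ± 0.09 (SD, n = 6 each), a difference of -0.32 (SE 0.12, limma adjusted p = 0.332). All 6 maternal mice lay below the virgin mean for both receptors, but neither passed over all targets. Drd1 passed when virgin and maternal arrays were fitted alone (-0.32) and without pups removed replicate 4 (-0.32), and Drd2 passed in both and without virgin replicate 6 (-0.29) or maternal replicate 1 (-0.32). Of 11 genes of dopamine signaling, 9 were lower and 2 higher, 0 passed in limma and 2 were lower when adjusted over the list alone. Th, the rate-limiting enzyme of dopamine synthesis, differed by -0.09. The mean of the dopamine list differed by -0.087 (exact permutation test, adjusted p = 0.0289; adjusted p = 0.115 with an estimated correlation). It did not pass without virgin replicate 2 (-0.076) or 4 (-0.076) or maternal replicate 4 (-0.079) or 5 (-0.08). Both receptors are also markers of striatal medium spiny neurons, and other such markers were lower. Rarb, a retinoic acid receptor, fell by 0.60 (SE 0.17, limma adjusted p = 0.212) and Rxrg, a retinoid X receptor, by 0.49 (SE 0.13, limma adjusted p = 0.191). Of the 35 striatal markers 8 passed, all lower, and 32 were lower when adjusted over the list alone. The list's mean differed by -0.325 (exact permutation test, p = 0.0022, adjusted p = 0.0173; adjusted p = 0.146 with an estimated correlation). With that mean as a covariate, Drd1 differed by 0.04 and Drd2 by -0.01. Both are members of the list, so part of this is built in. With the mean of stem cell, neuroblast and cell cycle genes as a covariate, the direction of both receptors turned as well. Since that covariate was itself lower in maternal mice, this does not show a reversed change.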

There is growing evidence that Drd2 interacts with the adenosine A2a receptor (Adora2a) [29], which is also downregulated in the maternal LS. 

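The orexin receptor gene Hcrtr1 was at 8.02 ± 0.06 (log2 signal, SD, n = 6) in maternal and 7.78 ± 0.12 (SD, n = 6) in virgin LS and rose by 0.24 (18.5%; SE 0.06, limma adjusted p = 0.147), with all 6 maternal mice above the virgin mean. It was the 1 gene that passed among 22 receptors for hormones and neuropeptides, of which 12 were higher and 10 lower (2 and 1 when adjusted over the list alone). Sstr1, a somatostatin receptor, differed by 0.13 and Avpr1a, a vasopressin receptor, by -0.13. The receptor list's mean differed by 0.027 (exact two-sided permutation test, adjusted p = 0.448). Hcrtr1 did not pass without maternal replicate 4 (0.23), 5 (0.27) or 6 (0.24). Among 17 markers of hypothalamic and preoptic neurons, Gal, the gene of the neuropeptide galanin, differed by -0.29, and the list's mean by 0.004 (exact permutation test, adjusted p = 0.929; 0 called in limma over all targets or over the list alone).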

Hypocretin (orexin) receptor 1 (Hcrtr1) was 24% higher in maternal LS relative to virgin in the microarray results. Hypocretin is produced in lateral hypothalamic neurons that project to numerous brain regions, including the septum, and these neurons show altered activity in the postpartum state [30]. Hypocretin acting on Hcrtr1 influences arousal, vigilance, and feeding behavior [31]–[33] as well as maternal behaviors [34] .

The kappa opioid receptor (Oprk1) displayed a 17% decrease in maternal LS relative to virgin. 

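Oprk1 was at 7.73 ± 0.12 (log2 signal, SD, n = 6) in maternal and 7.96 ± 0.14 (SD, n = 6) in virgin LS, and it fell by 0.23 (SE 0.07, limma adjusted p = 0.245), with all 6 maternal mice below the virgin mean. This call lay close to the threshold of 0.25. It was lost in 13 of the 18 fits that each left out 1 array, among them those without virgin replicates 1 to 4 and without maternal replicates 2 to 6. The difference ran from -0.28 to -0.20 over the 18 fits and from -0.24 to -0.20 over these 13. Penk, which encodes the enkephalin precursor and is abundant in striatum, differed by -0.39 (SE 0.14, limma adjusted p = 0.323), and Oprm1, the mu opioid receptor, by 0.13 (SE 0.07, limma adjusted p = 0.525). Penk and Pdyn (-0.16) are also in the list of striatal markers. The mean of that list differed by -0.325 (exact permutation test, adjusted p = 0.0173, and adjusted p = 0.146 with an estimated correlation). Of 8 opioid peptide and receptor genes, 5 were lower and 3 higher, Oprk1 was the only one called, and 4 were lower and 1 higher when adjusted over the list alone. The list's mean differed by -0.089 (exact permutation test, p = 0.0065, adjusted p = 0.0289; adjusted p = 0.155 with an estimated correlation). It did not pass without virgin replicates 2 (-0.083), 3 (-0.089), 4 (-0.084) or 6 (-0.089) or maternal replicates 3 (-0.088), 4 (-0.079) or 5 (-0.078).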

Some studies report that site specific manipulations of Oprk1 can mediate anxiety-like behavior, the effects of social defeat stress, and the extent to which social play is rewarding [35]–[37]. Plasmolipin (Pllp, also known as plasma membrane proteolipid) is a proteolipid expressed in oligodendrocytes [38] and is a component of myelin, representing up to nearly 5% of the membrane [39]. Changes in Pllp expression, including the 17% reduction in maternal LS compared to virgin as detected by our qPCR analysis (Fig. 3) could influence myelination and action potential conductance. Pllp also makes up 1–2% of clathrin-coated vesicles which appear to target specifically to the synaptic plasma membrane [40]. Additionally, Pllp has been observed to increase dramatically in primary cultures during differentiation for embryonic rat neurons and neonatal rat glia [41]. Therefore, it appears to have roles in development, myelination, and synaptic function in the LS. Collectively, the striking enrichment in neuronal signaling and ion channel activity represents a significant alteration in basic signaling properties and neuronal excitability in the maternal LS.

### Large Expression Changes of Genes Related to Development and Cell Differentiation in Maternal LS

A number of studies have indicated plasticity of the maternal brain, and it is possible that the maternal state represents an endpoint in neuronal or glial differentiation. It could be that some cells do not fully differentiate until the postpartum state, and this contributes to the emergence of the maternal phenotype. We identified changes in a number of genes with strong ties to developmental processes and neuronal/glial differentiation in the maternal LS (Fig. 5). A subset of these genes were of interest (and confirmed by qPCR) because they had also been highlighted as showing altered expression in prior and ongoing maternal brain studies ([15], unpublished observations). Thus, these genes could provide key support for long lasting developmental changes in the maternal LS. A 21% increase in Chemokine (C-X-C motif) ligand 12 (Cxcl12, also known as SDF1-1) was detected by qPCR in the LS of lactating maternal mice relative to virgin (Fig. 3). Cxcl12 has been shown to be essential for the guidance of neuronal and glial stem cells in embryonic development [42], and has also been linked to angiogenesis in both embryo and tumor formation [43], [44]. Cxcl12 is unique among chemokines, which are commonly promiscuous in their receptor binding, in that it is highly specific to its receptor, Cxcr4. Interestingly, our microarray analysis reports that Cxcr4 is significantly downregulated in lactating maternal LS compared to virgin (Fold change 0.82, FDR-adjusted p = 0.13 (Fig. 5; Table S1)), opposite to the observed upregulation of the Cxcl12 ligand. 

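Cxcr4 was at 7.53 ± 0.10 (log2 signal, SD, n = 6) in maternal and 7.78 ± 0.10 (SD, n = 6) in virgin LS and fell by 0.26 (SE 0.08, limma adjusted p = 0.231), with all 6 maternal mice below the virgin mean. Its ligand gene Cxcl12 was at 8.35 ± 0.11 and 8.20 ± 0.09 (SD, n = 6 each), a difference of 0.15 (SE 0.05, limma adjusted p = 0.323) that did not pass. Ackr3, another receptor gene for the same chemokine, differed by -0.15 (SE 0.05, limma adjusted p = 0.337). Adjusted over this list of 3 genes alone, 2 were lower and 1 higher; the list's mean differed by -0.087 and its median by -0.15 (exact permutation test, adjusted p = 0.0866). The Cxcr4 call was lost without virgin replicates 2 (-0.24), 3 (-0.23), 4 (-0.27) or 5 (-0.25), without maternal replicates 2 (-0.25), 3 (-0.26), 4 (-0.26), 5 (-0.22) or 6 (-0.27) and without pups removed replicate 1 (-0.26). With the mean of stem cell, neuroblast and cell cycle genes as a covariate the difference was 0.00, and with that of choroid plexus markers -0.16. The covariates were themselves lower in maternal mice, so these values cannot show that the Cxcr4 change is absent. Cxcl12 passed without virgin replicate 5 (0.18).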

While Cxcl12 and Cxcr4 are known to be stably expressed and function in mature cells, their apparent dynamic regulation in postpartum LS suggests that developmental processes with which they are involved could be of importance in shaping the maternal phenotype.

A highly significant 32% decrease in fatty acid binding protein 7 (Fabp7) was observed by qPCR in maternal LS relative to virgin (Fig. 3). Fabp7 is a brain-specific member of a family of long chain polyunsaturated fatty acid binding proteins. Polyunsaturated fatty acids, such as arachidonic acid and docosahexaenoic acid are important structural components of the developing brain [45]. Fabp7 is responsible for transporting these hydrophobic molecules through cytoplasmic environments to their ultimate membranous destination [46]. In addition to its role in development, it has been shown that a null mutation in Fabp7 results in a rodent phenotype characterized by elevated anxiety and fear memory [47]. The robust Fabp7 decrease in lactating maternal LS relative to virgin detected in the present study is in agreement with a previous experiment carried out with lactating maternal whole septum of a mouse strain previously selected for high offspring protection [15] and in hypothalamus of outbred mice [48]. This confirmation is notable because it demonstrates that the observed phenomenon is not likely strain specific and may occur in multiple brain regions. These results suggest that Fabp7 may play a role in developmental processes involved with plasticity in the maternal LS and actively mediate emotional changes associated with the postpartum period.

Cytokine signaling in the CNS influences how stem cells respond to hormones and plays an important role in the differentiation of neural progenitor cells into either glia or neurons [49]. A family of genes called “suppressors of cytokine signaling” (Socs) is known to be a negative regulator of such pathways [50]. Socs2 is the most abundant of these proteins in the CNS [51], and it is thought to mediate a negative feedback loop on messaging pathways downstream of growth hormone binding in the central nervous system. Stem cells cultured from Socs2 knockout mice produced 50% fewer neurons when induced to differentiate, and generated more astrocytic glial cells [52]. Conversely, Socs2 overexpressing stem cells yielded a higher than normal neuron to astrocyte ratio after differentiation. Socs2 was dramatically upregulated in maternal LS compared to both virgin and pups removed (46% and 53%; Fig. 3). The strength of developmental relevance in these microarray data provides some support for the idea that maternity can be viewed as another stage in the mammalian life cycle characterized by terminal differentiation of the CNS. If indeed these gene changes reflect developmental activity in the maternal LS, further anatomical and histological studies may be able to provide more direct evidence by visualizing structural changes involved in shaping the maternal brain.

### Additional Enrichment Findings in Maternal LS

Functional annotation clustering revealed a small cluster of genes influencing the synthesis of cyclic nucleotides (Fig. 4), with most members exhibiting downregulation in the maternal LS compared to virgin. Cyclic nucleotides play a central role in a variety of intracellular signaling pathways as second messengers [53], [54] and can modulate neuronal excitability via the binding of cyclic nucleotide gated (CNG) channels. CNG channels are well known for their role in sensory transduction in retinal and olfactory cells, but are also expressed widely in the mammalian CNS and are likely involved with synaptic plasticity and development [55], [56]. The enrichment of this gene cluster indicates that, in addition to altering ion channel activity directly through expression of the channels themselves, there may be an additional level of regulation facilitated by fluctuating levels of cyclic nucleotides available to cells in the maternal LS.

There was a large degree of enrichment in a nucleosomal gene cluster primarily composed of histone genes. These genes were almost exclusively downregulated, but it is not clear what implications this has on the function of the maternal LS. It is possible that a downregulation of histone mRNA may reflect changes in post-transcriptional processes that influence the stability of histone mRNA transcripts [57], [58]. The visualized cluster in Figure 4 shows a strong interaction between chromobox homolog 1 (Cbx1, also known as heterochromatin protein 1 β) and the H3 histone. Cbx1 plays a major role in regulating higher order chromatin structure and gene transcription [59]. Additionally, Cbx1^−/−^ knockout mice exhibit a lethal phenotype characterized by aberrant neocortical development with reduced proliferation of neuronal precursors, demonstrating developmental relevance [60]. While the significance of the nucleosomal gene cluster is not clear, the robustness and consistency of its enrichment is profound, and may influence chromatin remodeling in LS in the establishment of the maternal brain.

The Ras related gene cluster includes members of the Ras family, which is involved with many different cellular processes. It has been widely linked to tumor formation and has been shown to contribute in conjunction with thymoma viral proto-oncogene (Akt) signaling to glioblastoma formation in the brain [61]. All three members of the Akt family exhibited indications of altered expression in maternal LS compared to virgin in our microarray results (Table S1). In addition to cancer, certain Ras members of this enriched gene cluster also influence exocytosis and vesicle trafficking [62], [63].

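Akt1, a kinase of growth factor signaling, was at 9.86 ± 0.05 (log2 signal, SD, n = 6) in maternal and 9.99 ± 0.07 (SD, n = 6) in virgin LS and fell by 0.13 (SE 0.04, limma adjusted p = 0.212). Akt2 has 2 targets, with log2 differences of -0.15 (SE 0.07, limma adjusted p = 0.453) and -0.14 (SE 0.06, limma adjusted p = 0.436), neither of which passed. All 6 maternal mice lay below the virgin mean for both genes. Akt1 did not pass without virgin replicates 2 (-0.12), 3 (-0.12), 4 (-0.13) or 5 (-0.12) or maternal replicates 2 (-0.13), 4 (-0.13), 5 (-0.12) or 6 (-0.12). The mean of the 2 genes differed by -0.14 (exact permutation test, p = 0.0065, adjusted p = 0.0289; adjusted p = 0.0628 with an estimated correlation; both lower when adjusted over the list alone). It did not pass without virgin replicates 2 (-0.127), 3 (-0.139), 4 (-0.136) or 5 (-0.132) or maternal replicates 4 (-0.135) or 5 (-0.136). With the mean of stem cell, neuroblast and cell cycle genes as a covariate, the brighter Akt2 target differed by 0.10. As that covariate was itself lower in maternal mice, this does not show a reversed change.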

### Expression Changes of Anxiety Related Genes in Maternal LS

A number of genes, such as the GABA_A_ receptors and other neuronal signaling genes have been linked to anxiety. Glutathione reductase (Gsr) is also linked to anxiety, and qPCR confirmed a 12% decrease in Gsr in the maternal LS compared to virgin (Fig. 3). Lentiviral *in vivo* overexpression of Gsr in the cingulate cortex of C57BL/6J mice results in significant increases in anxiety-related behavior [64]. The same study also showed that, across several strains of mice, Gsr activity was highest in the most anxious strains and lowest in the least anxious strains, suggesting relevance of Gsr activity to normal variation in anxiety. The transition from virgin to lactating maternal states involves a natural change in anxiety, in which postpartum mice respond less to general stressors [65]. The Gsr mRNA reduction we measured in maternal mice is in agreement with these observations, but whether these changes in LS are causally linked to altered anxiety is not known.

### Sensory Input Contributions to Gene Expression in Maternal LS

The present study revealed that a subset of genes was strongly influenced by the presence of pups. The maternal state can involve both short term and long term changes. Studies indicate that maternal characteristics are more strongly and stably expressed with increasing numbers of pregnancies and that this occurs with long lasting gene expression changes [66]–[68]. Among the significant 809 gene expression changes between maternal and virgin LS, 69 were found to also be significantly different (FDR-adjusted p<0.25) between maternal and pups removed LS (Table 2). 

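Pups removed mice lay near virgin mice for many of the genes that Table 2 lists. Uhrf2, a ubiquitin ligase that binds methylated DNA, was at 9.67 ± 0.07 (log2 signal, SD, n = 6) in virgin, 9.83 ± 0.04 in maternal and 9.67 ± 0.04 in pups removed LS (maternal against pups removed, limma adjusted p = 0.275). Against virgin it did not pass without virgin replicate 2 (0.14) or maternal replicate 5 (0.17). Mettl22 (BC024814), a protein methyltransferase, was at 9.69 ± 0.05 in virgin, 9.56 ± 0.04 in maternal and 9.74 ± 0.07 in pups removed mice (SD, n = 6 each; maternal against pups removed, limma adjusted p = 0.265), so that neither passed there. For the 69 targets of Table 2, the difference of pups removed from virgin was a median of 7.3% of the maternal difference (quartiles -12.7% and 23.4%). At least 64 of the 69 lay nearer to virgin than to maternal. This count leaves out targets that lay far beyond virgin, such as Fam107a (maternal 0.217 and pups removed -0.112 from virgin). For 312 other named targets called between maternal and virgin, the median was 35.0% (quartiles 18.2% and 54.4%). By the same count, at least 224 lay nearer to virgin. Between pups removed and virgin, 0 of the 69 passed in limma (2 at an unadjusted p under 0.05), against 3 of the 312 (76 at an unadjusted p under 0.05). Table 2 was selected for a difference between maternal and pups removed on these same arrays, which by itself places its genes near virgin, so these shares are not independent evidence. From the genes of Table 2, the paper reasons that their expression depends more on the continued presence of pups than that of genes which differed only from virgin.

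**Figure D3:**
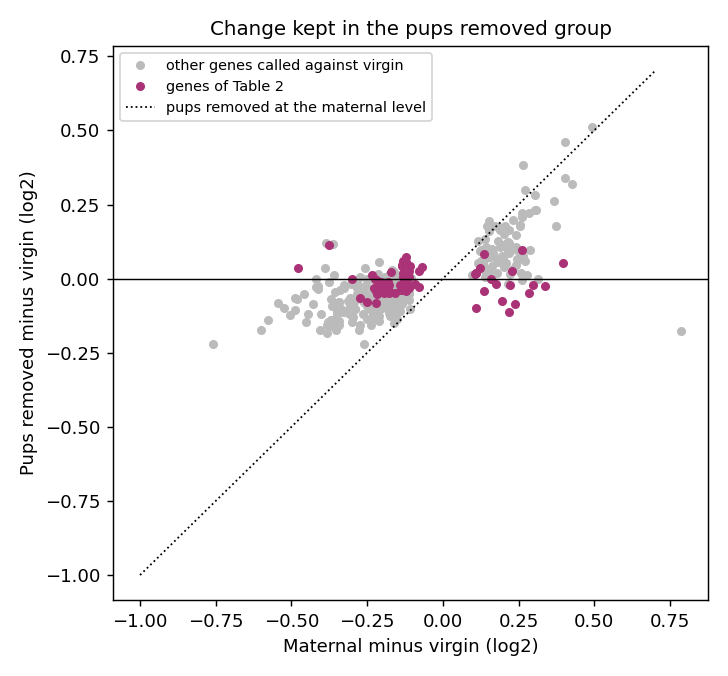
Log2 difference between pups removed and virgin (y axis) against that between maternal and virgin (x axis) for 69 targets of Table 2 and 312 other named targets called between maternal and virgin; each point is 1 target and the dotted line marks an equal difference in both. The Table 2 targets lie close to 0 on the y axis (median 7.3% of the maternal difference kept), and the others have a median of 35.0%, with single targets on either side of 0 and beyond the dotted line.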

For these genes, the removal of pups most fully restored virgin-like levels of mRNA even after the experience of mating, pregnancy, and parturition. We interpret these genes as being more dependent on the continued presence of pups, in contrast to genes that were differentially expressed between maternal and virgin LS but not between maternal and pups removed LS. This list represents an interesting subset of genes that are more environmentally malleable to the social aspects of maternity. While formal pathway analysis cannot be reliably conducted on such a small set of genes, it can be seen from the basic categorization in Table 2 that they span numerous functional groupings. Fabp7 and Socs2 are notable members of this subset, which suggests that the developmental processes with which they are involved may be ongoing and driven in the postpartum period by social interaction.

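Between lactating maternal and pups removed LS, Fabp7 differed by -0.51 on the log2 scale (SE 0.10, limma adjusted p = 0.265) and the brighter Socs2 target by 0.36 (SE 0.08, limma adjusted p = 0.275), with all 6 maternal mice on the same side of the pups removed mean. Pups removed mice were at 12.35 ± 0.11 for Fabp7 and 9.23 ± 0.13 for Socs2 (log2 signal, SD, n = 6 each). The adjusted p of both lay above the threshold of 0.25 over all 35557 targets. Both passed when the targets naming 1 gene were tested alone, at the same differences. Cish, which like Socs2 is induced by STAT5, differed by 0.24 from pups removed mice (SE 0.05, limma adjusted p = 0.265). Of 6 genes of STAT5 feedback, 5 were higher and 1 lower in maternal than pups removed LS, 0 passed in limma over all targets, and 4 were higher and 1 lower when adjusted over the list alone. The mean of this list differed by 0.113 (exact two-sided permutation test, p = 0.0043, adjusted p = 0.0577), and from virgin by 0.083 with a median of 0.005 (exact permutation test, p = 0.0173, adjusted p = 0.0693). Against pups removed it passed without maternal replicate 1 (0.108), and against virgin without maternal replicate 6 (0.103). From these 2 genes, the paper proposes that the developmental processes they take part in may be ongoing and driven by social interaction after birth.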

## Materials and Methods

### Animals

Outbred hsd:ICR female mice (*Mus domesticus*) (Harlan, Madison WI) were used for all experiments. Nulliparous animals were split into three age-matched groups (∼70 days of age at time of dissection), designated as lactating maternal, pups removed, and virgin. For mating, females in the lactating maternal and pups removed groups were housed in polypropylene cages with a breeder male for 2 weeks. Virgin females were concurrently co-housed with one another to provide similar levels of exposure to social stimuli. After the separation of breeder males, all females (pregnant and virgin) were housed individually and provided precut nesting material until dissections. Under this schedule, all females experienced similar levels of co-housing and single housing to minimize potential effects of isolation-induced stress. Cages were changed once per week until pups were born (postpartum Day 0), after which cages were not changed again for all animals until dissection. On Day 0, pups were culled, if necessary, to standardize litter size to eleven. For females in the pups removed group, pups were removed from the cage on postpartum Day 2. The pups removed group was included in the experimental design to provide insight as to whether or not continued sensory input from pups is required, in addition to parturition, to generate expression changes characteristic of the maternal phenotype. All animals were housed in the same room with cages of each experimental group positioned in an alternating fashion on the same shelves. A 12∶12 light/dark cycle with lights on at 06∶00 h CST was used. Female mice were provided with ad lib access to breeder chow (Harlan) and tap water. Procedures were performed in strict accordance with the guidelines of the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and all studies were approved by the University of Wisconsin Animal Care and Use Committee.

### Tissue Collection and RNA Extraction

On postpartum Day 7, brains were removed from females in the lactating maternal and pups removed groups between 10∶00 and 12∶00 h. Brains from age-matched virgin females were collected on the same day, during the same time period. Dissections were alternated among groups so that an equal number of dissections from each group were performed. Animals were lightly anesthetized with isoflurane and decapitated. After decapitation, vaginal lavage was performed on virgin and pups removed females to determine their estrous state. All females in the pups removed group were diestrous, while virgin females exhibited variance in estrous states. To control for effects of estrous cycling on gene expression, only diestrous virgins were used for analysis [69], [70]. Tissue collection was performed as previously described [15]. Briefly; the whole brain was removed, snap frozen in isopentane on dry ice, and stored at −80°C until sliced. Brain sections were sliced in a cryostat (Leica, CM1850, Bannockburn, IL, USA) at 200 micron thickness and mounted on glass slides. Target tissue was extracted by micropunch technique [71]. Microdissection of frozen brain sections was performed with the Brain Punch Set (Stoelting, Wood Dale, IL, USA) under a dissecting microscope. LS, including caudal and rostral portions, was collected bilaterally from Bregma 1.10 to 0.14 mm (Fig. 1) and consolidated such that each animal yielded one sample of LS. Microdissections from eight animals in each group were flash frozen on dry ice and stored at −80°C until processing for gene array analysis or quantitative real-time PCR. Total RNA was extracted and prepared in matched triplets, one sample from each experimental group, using the Aurum Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA, USA) in accordance with manufacturer’s instructions. After isolation, RNA integrity was assessed using Agilent RNA 6000 Nano Chips and the Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). The purity and yield of RNA samples were determined with a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Purified total RNA was stored at −80°C until processing.

### High-Density Oligonucleotide Array Hybridization

Six out of eight samples collected for each group (n = 6 per group) were randomly selected for use in the microarray experiment. Microarray analysis was performed with the GeneChip Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA, USA) using targets derived from total RNA isolated from LS as described above. cDNA for array hybridization was reverse transcribed from 200 ng of total RNA using an Ambion GeneChip WT Expression Kit (Ambion, Austin, TX, USA) in accordance with the manufacturer’s specifications. In short, total RNA was used to synthesize double-stranded cDNA, which was then used as a template to synthesize single-stranded cRNA. This cRNA was subsequently used as a template for one round of single-stranded cDNA synthesis, and the resulting DNA-RNA hybrids were then degraded with RNase H. Amplified single-stranded cDNA was fragmented and biotinylated with an Affymetrix WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. Fragmented, labeled cDNA samples were hybridized with the arrays for 16 hours at 45°C. Hybridized arrays were washed, stained, and subsequently scanned at 570 nm on an Affymetrix GC3000 G7 Scanner. The Affymetrix Command Console v. 3.1.1.1229 was used to extract and process data from scans. cDNA synthesis, fragmentation, labeling, array hybridization, and scanning were performed by the Gene Expression Center at the University of Wisconsin-Madison.

### Probeset Level Summarization and Microarray Statistical Analysis

Probeset level summarization and data normalization were performed with the PLIER algorithm and GC bin background correction using Affymetrix Power Tools v. 1.12.0. The raw and summarized microarray data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus [72], and are accessible through GEO Series accession number GSE43627. GEO reporting meets the requirements of the Minimum Information About a Microarray Experiment (MIAME). An array-specific, empirical Bayesian implementation of ANOVA was used in the BioConductor package limma v.3.6.9 [73] to perform inferential statistics on gene expression changes between groups (lactating maternal vs. virgin, and lactating maternal vs. pups removed). Nominal and false discovery rate (FDR) corrected p-values were calculated, and fold changes for each gene were calculated in Excel by dividing the limma-calculated average lactating maternal expression by the limma-calculated average expression of virgin or pups removed groups.

### Quantitative Real-time PCR (qPCR)

To confirm expression changes detected by microarray analysis, qPCR was performed on genes of interest (n = 8 per group). Target genes included five GABA_A_ receptor subunits; α1 (Gabra1), α4 (Gabra4), δ (Gabrd), ε (Gabre), and θ (Gabrq), as well as five genes currently being evaluated as potential markers of the maternal phenotype; chemokine (C-X-C) motif ligand 12 (Cxcl12), fatty acid binding protein 7 (Fabp7), glutathione reductase (Gsr), plasma membrane proteolipid (Pllp), and suppressor of cytokine signaling 2 (Socs2). Two stable reference genes were used to normalize relative expression results in genes of interest; Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide (Ywhaz), and peptidylprolyl isomerase A (Ppia). Primer information can be viewed in Table S3. A SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA, USA) was used to reverse transcribe 100 ng of RNA to cDNA in an Eppendorf MasterCycler Personal PCR machine (Eppendorf, Hamburg, Germany) with poly-T 20mer primers.

### Functional Annotation Clustering and Interaction Mapping

DAVID’s functional annotation clustering is a tool which analyzes enrichment in a variety of precompiled gene sets assembled by shared ontology, protein domains, and biological pathways within a given list of input genes. DAVID then groups related gene sets into clusters. Enrichment scores are generated by detecting overrepresentation of a cluster within the input list compared to a reference background [74]. Functional annotation clustering with high classification stringency was performed on the 809 genes with FDR-adjusted p-values less than 0.25 between the lactating maternal and virgin groups, as reported by the probeset level summarization. Of these 809 genes, DAVID recognized 765 of them in its analysis. For several significant clusters, the non-redundant list of gene members comprising them were used as input in GeneMANIA to visualize each cluster as a network of nodes connected by lines representing known interactions and similarities.

## Supporting Information

Table S1 **Full list of all microarray targets, their relative expression, and FDR-adjusted p-values.**
(XLSX) Click here for additional data file.

Table S2 **Expression data summary for enriched gene clusters found in NIH DAVID functional annotation clustering.**
(XLSX) Click here for additional data file.

Table S3 **Primers for genes of interest and reference genes used in real-time quantitative PCR experiments.**
(DOCX) Click here for additional data file.

# Supplementary material for: Large Scale Expression Changes of Genes Related to Neuronal Signaling and Developmental Processes Found in Lateral Septum of Postpartum Outbred Mice
**Source:** PLoS One. 2013 May 22;8(5):e63824. doi: 10.1371/journal.pone.0063824
**Supplement:** Table S3 — Primers for genes of interest and reference genes used in real-time quantitative PCR experiments.

| **Supplementary Table 3. Primers for genes of interest and reference genes used in real-time quantitative PCR experiments.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Gene symbol** | **Full name** | **NCBI accession number** |  | **Primer (5’ -> 3’)** | **Primer position** |
| Gabra1 | Gamma-aminobutyric acid (GABA) A receptor, subunit alpha 1 | NM_010250.4 | Forward | TGCATTTAAGAACAGAACAGCC | 3271-3292 |
|  |  |  | Reverse | GGCAGCAGTGAAGTTATGAGAG | 3372-3351 |
| Gabra4 | Gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4 | NM_010251.2 | Forward | GCTGCTGAAATGCTAATGTCC | 3381-3401 |
|  |  |  | Reverse | TCACTGACATTCCATCCAAGG | 3564-3544 |
| Gabrd | Gamma-aminobutyric acid (GABA) A receptor, subunit delta | NM_008072.2 | Forward | CTGCTACGTCTTTGTGTTTGC | 1055-1075 |
|  |  |  | Reverse | CCGTTTCTTCCTGTAGTCGG | 1130-1111 |
| Gabre | gamma-aminobutyric acid (GABA) A receptor, subunit epsilon | NM_017369.2 | Forward | GACCTGGTATGATGAGCGTC | 1625-1644 |
|  |  |  | Reverse | CATCCTTGTGGATGAGAGCC | 1794-1775 |
| Gabrq | gamma-aminobutyric acid (GABA) A receptor, subunit theta | NM_020488.1 | Forward | GGAGAGTTGTTGCCCGATAC | 1123-1142 |
|  |  |  | Reverse | TCCTGCACATTTGCTACCAC | 1177-1158 |
| Cxcl12 | Chemokine (C-X-C motif) ligand 12, isoform precursors gamma, beta, and alpha | NM_001012477.2  NM_013655.4  NM_021704.3 | Forward | CACGGCTGAAGAACAACAAC | 303-322 |
|  |  |  | Reverse | ACTTTAATTTCGGGTCAATGCAC | 353-331 |
| Fabp7 | Fatty acid binding protein 7, brain | NM_021272.3 | Forward | TAAGTCTGTGGTTCGGTTGG | 329–348 |
|  |  |  | Reverse | CCCAAAGGTAAGAGTCACGAC | 429–449 |
| Gsr | Glutathione reductase | NM_010344.4 | Forward | CCGCCTGAACACCATCTATC | 692-711 |
|  |  |  | Reverse | TTTCCCATTGACTTCCACCG | 803-784 |
| Pllp | Plasma membrane proteolipid | NM_026385.4 | Forward | GAGGCATAGAGGAAAGCGAA | 1589-1608 |
|  |  |  | Reverse | TGGACAAGACAAGGGCAAGA | 1799-1780 |
| Socs2 | Suppressor of cytokine signaling 2 | NM_001168655.1 | Forward | TGTGAGTCCCAACCTAGTGC | 1931-1950 |
|  |  |  | Reverse | TGTCCGTGGTCAGACAATTC | 2031-2012 |
| Ppia | Peptidylprolyl isomerase A | NM_008907.1 | Forward | TGCTGGACCAAACACAAACG | 347-366 |
|  |  |  | Reverse | GCCTTCTTTCACCTTCCCAAA | 446-426 |
| Ywhaz | Tyrosine 3-monooxygenase/tryptophan 5-  monooxygenase activation protein, zeta  polypeptide |  | Forward | TCCTTATTCCCTCTTGGCAG | 2432–2451 |
|  |  |  | Reverse | ATGGAAGCTACATTAGCGGTTT | 2502–2523 |

How the deposited data were processed for this re-analysis (not part of the article)

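RNA from the lateral septum of 18 female mice was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per mouse, with 6 virgin, 6 lactating maternal and 6 pups removed mice. The paper collected 8 animals per group, and 6 per group have an array. The values were deposited by the authors as log2 signal per target (probeset), made from the array scans with Affymetrix Power Tools 1.12.0 by PLIER summarization with a background correction by GC bin, and rounded to 2 decimals. The paper places the normalization of the data in this same step, but does not name a method of normalization between arrays. The file holds 35557 probesets, and its values were used as they are. The fold changes that could be read from Table S1, for 1998 probesets, served as a check of scale and direction. Across probesets the log2 differences had a Pearson r of 0.965 with those of the table and a slope of 0.846, with the same direction in 99.9%. The slope was 0.965 for 919 probesets with a mean of at least 9 and 0.748 for 308 with a mean under 7. Probesets are not independent replicates.

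By the platform annotation, 21789 probesets name exactly 1 gene, 1621 name several and 12147 name none. Of the last, 6618 form a block numbered below the lowest annotated probeset. Some genes that the paper discusses have no probeset of their own in this annotation, and their results are not reported here, nor is that of 1 of the gene lists. Gene symbols are those of the annotation, with the paper's older symbol beside them where it differs.

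A linear model with 3 groups was fitted to the log2 values of all 18 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (prior degrees of freedom 2.62) and Benjamini-Hochberg adjustment over all probesets. Called means an adjusted p under 0.25, the threshold of the study. The comparisons are maternal against virgin, maternal against pups removed, and pups removed against virgin. The number of probesets called in both maternal comparisons with the same direction was counted, and the same count was made on residuals of the arrays reassigned at random with no effect and with the maternal arrays divided between the comparisons. An SE is that of the limma difference, an SD is that between arrays of a group, and the number of arrays on 1 side is against the mean of the other group. The fit was tested on simulated data made from these arrays. Of added differences of 0.3, 0.6 and 1 on the log2 scale it recovered 73.1%, 86.6% and 98.5%, and 61 of 233 calls were false. Arrays have no read depth. The spread of the difference between a pair of arrays of 1 group had a median SD of 0.247 in virgin, 0.221 in maternal and 0.235 in pups removed mice.

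For each of 40 gene lists the mean of the log2 values of its members was taken per array, and groups were compared by an exact two-sided permutation test over all splits of 6 and 6 arrays, whose smallest p is 0.0022. The p was adjusted by the Benjamini-Hochberg method over the 40 lists within a comparison, with a threshold of 0.05, and separately over the 5 clusters of Table S2. A gene is represented by its brightest probeset that names it alone. The lists are of cell types (striatal medium spiny neurons, lateral septal, medial septal, glutamatergic and hypothalamic neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelial cells, pericytes, ependymal cells, choroid plexus, meningeal fibroblasts, blood, neural stem cells and neuroblasts) and of processes (cell cycle, histones, H4 histones, GABA-A subunits, GABA synthesis and transport, potassium channels, Trpc channels, dopamine, opioids, hormone and neuropeptide receptors, STAT5 feedback, glucocorticoid response, immediate early genes, circadian clock, cold and heat shock, cholesterol synthesis, cyclases, phosphodiesterases, Akt kinases, ribosomal proteins, oxidative phosphorylation, and Cxcl12 with its receptors). Histone probesets named only by the tables of the paper are part of the histone list, and histone lists by annotation alone were added later.

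Named are the genes that the paper's results and discussion name as measured on the arrays, the 10 higher and 10 lower probesets of 1 gene with the smallest p in each comparison (by unadjusted p where fewer are called), and up to 4 members of each list or cluster with the smallest p. Values in Tables 1, 2 and S2 and part of Table S1 had been seen before this rule was written. Outside the rule, Grik1, Slc5a11, Scn4b, Robo2, H1f5, Kcne1l and the hemoglobin genes were named after their values were seen.

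The comparisons, lists, named-gene rule and the alternatives that follow were set before the deposited data were examined. Some lists hold genes whose changes on these arrays the paper prints. Examples are Bcl11b, Rarb and Rxrg in the striatal list and Egfr, Nr2e1 and Fabp7 in the stem cell list. The tests of such lists are therefore not independent of the paper's results. The alternatives were the replicate number as a block, quantile normalization, leaving out the probesets with a mean under the 30th percentile, only probesets naming 1 gene, linear values, an offset of 16, array weights, a variance trend, only the 2 groups compared, each array left out in turn, and the per-array mean of striatal markers or of stem cell, neuroblast and cell cycle genes as a covariate. For lists they were camera with an estimated correlation, the median of members and the mean of all probesets of a gene. Exact permutation tests of single GABA-A subunit genes were added after their limma values were seen. A choroid plexus covariate and a fit without the block of unnamed probesets were added after the data were seen. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qPCR measurements and the enrichment scores of the paper are not analysed here.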

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

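Chosen only after the result was seen were the endothelial and blood tests of hemoglobin, the shares of the median fall left with a covariate, the choroid plexus and ependymal covariates, the tests of the unnamed block by own probesets and by virgin replicate 2, and the bounds for the regrouped arrays.

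Hemoglobin transcripts, which the paper does not discuss, were far lower in the pups removed mice. The 4 bright alpha and beta globin probesets were higher in maternal than in pups removed mice by 2.63, 2.57, 2.64 and 2.70 on the log2 scale (5.94-fold to 6.48-fold, limma adjusted p = 3.79e-06 to 4.99e-06), and pups removed differed from virgin by -2.34 to -2.26, with no overlap between pups removed mice and the others. Normalization of the arrays is argued against, since 1733 other probesets of the same brightness differed between pups removed and virgin by a median of -0.002, and less vascular tissue is argued against by the endothelial list, which was 0.081 higher in pups removed (permutation p = 0.0108). Less residual blood cannot be told apart, because the list of other blood genes differed by only -0.048 but its 4 members are dim and split: Alas2 differed by -0.23 (exact permutation p = 0.026) and Slc4a1 by -0.13 (exact permutation p = 0.0649), while S100a8 and S100a9 differed by 0.09 and 0.08. An effect of losing the litter on hemoglobin expression stays open and was not tested.

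Transcripts lower in maternal than virgin mice included markers of neighboring tissue that the paper does not analyse: the striatal list differed by -0.325, the stem cell list by -0.156 and the cell cycle list by -0.134. A choroid plexus covariate left 87.2% of the median fall of the called probesets (-0.213 to -0.186; 81.6% to 91.1% when each array was left out) and an ependymal covariate 83.5% (76.3% to 87.1%), which argues against less choroid plexus or ependymal lining as the whole cause, although only 23 probesets were called with the former. Less of the germinal zone in the maternal punches cannot be told apart from a change within the LS, since a covariate of stem cell, neuroblast and cell cycle genes left 46.3% (-0.213 to -0.099; 36.0% to 48.5%) and 0 calls in limma (1677 at an unadjusted p under 0.05). Nor can less striatal tissue, with 67.9% left (-0.213 to -0.145, and 62.4% to 72.2% when each array was left out) and 0 calls (2039). The brightest striatal markers in virgin mice were Penk (12.85) and Hpca (12.06), 34 of 35 lay above the median probeset (7.63) and 0 are in another cell type list. These levels come from different probesets and do not measure how much striatal tissue was present. The biological difference between the groups stays open and was not tested.

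In a block of 6618 unnamed probesets, 140 were called between maternal and virgin (132 higher, 8 lower), and the mean of the block was 7.109 in maternal, 7.123 in pups removed and 7.02 in virgin mice, so that the virgin mean was below both others (exact permutation p = 0.0411 and 0.0087), although virgin replicates 4 to 6 (7.066, 7.08 and 7.114) lay within the maternal range of 7.056 to 7.164, and maternal and pups removed mice differed by -0.014 (exact permutation p = 0.439). A change of the genes that Table S1 names for them is argued against, since 52 own probesets of those genes differed by a median of -0.015 (quartiles -0.045 and 0.013) where the block probesets rose by 0.34. A scale difference between arrays is argued against, since quantile normalization left 84.3% of the calls. For a single low virgin array (replicate 2, block mean 6.857), the first test counted calls without it, of which 15 of 140 were left. Outside the block 61 of 445 were left, so that count did not tell the block apart. The test was then changed, after its outcome was seen, to the size of the rise, of which 88.4% was left (0.375 to 0.332). That size was taken only from block probesets called higher, so it does not decide the question for the block mean. The block mean was not compared without replicate 2, and virgin replicates 1 and 3 (6.996 and 7.006) also lay below the maternal range. What the block measures is not stated in the annotation, and no biological explanation was tested.

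Between pups removed and virgin mice, which the paper does not compare, 74 probesets were called (67 higher, 7 lower), but with quantile normalization 59.6% of 94 were higher in place of 90.5%. Of the 67 higher, 46 lie in the unnamed block, and 14 of the 74 name 1 gene. The count was 46, 18, 113, 266 and 249 without virgin replicates 1, 2, 3, 4 and 6 and 49 without pups removed replicate 4.

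Regrouping the arrays at random 100 times gave a count as large as the real one in 2 splits for maternal against virgin (real 422 in a fit of these 2 groups, highest other 3342), in 1 for maternal against pups removed (11, highest other 5), in 4 for pups removed against virgin (33, highest other 1048) and in 2 for both maternal comparisons (6, highest other 245), the real split included. Chance can be excluded at a share of 0.05 for maternal against pups removed, where the highest other split called 5 against 11. For maternal against virgin and for pups removed against virgin, 2 and 4 of 100 drawn splits lie too close to that share to decide. For the count in both comparisons the share was also under 0.05, but simulated sets with no effect and shared maternal arrays reached 13, so chance is not taken as excluded there. In 3 of them the highest other split called several times the real count, and the cause of this was not tested.

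Single arrays lay far from the rest of their group in 20 of the groups examined, 3 of 135 for lists and 17 of 237 for genes, where chance gives about 1 in 20. Among lists, neuroblasts were at 9.26 in pups removed replicate 4 (others 9.35 to 9.41), glucocorticoid-responsive genes at 9.10 in pups removed replicate 2 (8.99 to 9.02) and the developmental cluster at 9.46 in maternal replicate 4 (9.54 to 9.58). Among virgin mice, Fjx1 was at 9.55 in replicate 3, Hmcn1 at 6.50 in replicate 5 and Mfn1 at 8.99 in replicate 2. Among maternal mice, replicate 2 was apart for Pllp (9.18), Slc5a3 (9.50) and Sult1a1 (8.52), replicate 3 for Abcg2 (7.08), replicate 4 for Drd1 (9.05), and replicate 5 for Cks2 (8.03) and Ppp1r12b (8.84). Among pups removed mice, replicate 1 was apart for Akr1cl (5.26), replicate 3 for Platr25 (7.13) and Pllp (9.26), replicate 4 for Gabrb2 (11.41) and Nusap1 (6.49), replicate 5 for Ppp1r42 (5.35) and replicate 6 for Mir151 (6.94).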

How the results depend on the processing

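The choroid plexus covariate and the fit without the unnamed block were chosen after the data were seen. Of the results for single genes, 2096 kept their direction and side of the threshold under the alternatives, 284 fell short of it, 225 newly passed and 16 turned direction; for single lists and clusters the numbers were 675, 58, 23 and 4. For the values that changed, the cause was not tested, apart from the smaller number of probesets tested in the fits without dim probesets, with 1 gene only and without the block.

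The count between maternal and virgin was 356 with the replicate block, 1129 without dim probesets and 23 with the choroid plexus covariate, and 0 with the striatal and 0 with the stem cell, neuroblast and cell cycle covariate in limma (2039 and 1677 at an unadjusted p under 0.05). Leaving out single arrays gave 10 (without maternal replicate 5) to 1639 (without virgin replicate 6).
The count between maternal and pups removed was 42 with quantile normalization, 169 without dim probesets, 309 with 1-gene probesets, 39 on linear values, 29 with an offset of 16, 783 with array weights, 70 with a variance trend, 5, 31 and 28 with the striatal, stem cell and choroid plexus covariates and 192 without the block. Of those called, 72.7% were higher in maternal mice, but 26% without dim probesets and 25.9% with 1-gene probesets. Leaving out single arrays gave 5 (without maternal replicate 4) to 719 (without pups removed replicate 4).
The count between pups removed and virgin was 7 with 1-gene probesets, 41 on linear values, 42 with array weights, 33 with the 2 groups only, 35 and 156 with the stem cell and choroid plexus covariates and 16 without the block. Leaving out single arrays gave 18 (without virgin replicate 2) to 266 (without virgin replicate 4).
The count changed against both groups was 3 with the replicate block, 18 with quantile normalization, 86 without dim probesets, 108 with 1-gene probesets, 23 on linear values, 16 with an offset of 16, 141 with array weights, 36 with a variance trend, 2 with the 2 groups of each comparison only (not set before for this count), 79 without the block, and 0 with the striatal and 0 with the stem cell covariate. Leaving out single arrays gave 1 (without maternal replicates 3, 4 or 5) to 210 (without pups removed replicate 4).

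Of the gene lists, 9 passed between maternal and virgin, 3 by camera with an estimated correlation and 0 with the replicate block, and 5 to 10 when single arrays were left out, with 5 without virgin replicate 2, maternal replicate 4 or maternal replicate 5. Between maternal and pups removed 0 passed by the permutation test, 1 by camera and 2 with the median of members, and 0 to 9 when single arrays were left out, with 9 without maternal replicate 1. Between pups removed and virgin 0 passed, and leaving out single arrays gave 0 to 0. Of the published clusters, 5 passed between maternal and virgin, and 5 to 5 when single arrays were left out, but 4 by camera (without the ion channel cluster), 4 with the replicate block (without the Ras cluster) and 4 with the median of members (without the ion channel cluster, at -0.002, and with the Ras cluster turned). Between maternal and pups removed 2 passed, 4 by camera, 0 with quantile normalization, 0 with the median of members and 0 with the replicate block, and 0 to 4 when single arrays were left out: 0 without maternal replicates 2, 4 or 5, 1 without maternal replicate 6 or pups removed replicates 2, 3, 5 or 6, and 4 without pups removed replicate 4. Between pups removed and virgin 0 passed, and 0 to 1 when single arrays were left out, with 1 without pups removed replicate 2. The paper states that RNA was prepared in matched sets of 1 mouse per group, but whether the replicate numbers follow these sets is not known. Residuals of arrays with the same number had correlations across probesets of -0.347 to 0.202, which shows no shared effect, and the block leaves 64 sign flips, with a smallest p of 0.03125. Over 40 lists this leaves almost no room to pass, and 8 of the 9 lists had an adjusted p of 0.139 with the block, so its count of 0 is not evidence against them.

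The per-array median of members follows the targets of middle brightness and not the changes of the members, so its values are not read as evidence on a list. It turned direction for the phosphodiesterases (0.052) and the Ras cluster (0.143) between maternal and virgin, and for the endothelial list (0.005) and the Ras cluster (0.092) between maternal and pups removed. With the stem cell, neuroblast and cell cycle covariate the direction turned for Akt2 (0.095), Cxcr4 (0.003), Drd1 (0.029), Drd2 (0.079), Gabra4 (0.017), Gabra5 (-0.077), Gabrb2 (-0.052), Gabrd (0.038), Gabre (-0.043), Gabrg1 (-0.09) and Gabrq (-0.33). It turned with the striatal covariate for Drd1 (0.036), itself a striatal marker, and Gabrg1 (-0.028) and with the choroid plexus covariate for Gabra5 (-0.014). The Gabra5 difference ran from -0.012 to 0.048 when single arrays were left out, with 0.0 without maternal replicate 5 and -0.012 without maternal replicate 6. The covariates were themselves lower in maternal mice, so a turned direction does not show a reversed change.

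The values are array signal that includes background, so that differences of dim targets can be smaller than those of their transcripts, and no test here separates the 2.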

Differences from the paper's values

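The paper's count of targets between maternal and virgin LS is 1001, and 585 were called here at the same threshold. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with quantile normalization (682), without dim probesets (1129), on linear values (810), with an offset of 16 (705), with a variance trend (859) and without virgin replicate 1 (857), maternal replicate 1 (946) or pups removed replicate 4 (760), and under none of the others. The paper's count of annotated genes is 809, and 359 probesets with a gene name were called. It came within 1.5 times without dim probesets (759), on linear values (578), with a variance trend (549) and without virgin replicate 6 (939) or maternal replicate 1 (593), and not under the others. The paper's count of genes changed against both groups is 69, and 6 were called here. It came within 1.5 times without dim probesets (86), and not under the other alternatives set before. Without the block of unnamed probesets it was 79, an alternative chosen after seeing the values, and 0 of the paper's Table 2 targets lie in the block and are dropped from the test.

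For Gabrd the paper's adjusted p is 0.11 and that here 0.212, within 1.5 times without dim probesets (0.145), with the 2 groups only (0.125) and without pups removed replicate 4 (0.098), and not under the other alternatives set before the data were examined. For Gabre the paper's is 0.12 and that here 0.311, within 1.5 times with the 2 groups only (0.174) and without pups removed replicate 4 (0.164), and not under the others. For Cxcr4 the paper's is 0.13 and that here 0.231, within 1.5 times without dim probesets (0.162), with 1-gene probesets (0.185), with the 2 groups only (0.157) and without virgin replicate 6 (0.172) or maternal replicate 1 (0.189), and not under the others. For Fabp7 the paper's is 0.20 and that here 0.124. It was within 1.5 times with the replicate block (0.227), on linear values (0.15), with array weights (0.165), with the 2 groups only (0.195), and without virgin replicates 2 to 5, any 1 maternal replicate or pups removed replicates 2, 3 or 5 (0.143 to 0.251), and not under the others. For Hcrtr1 the paper's increase is 24% and that here 18.5%. The gap was within the SD of the 6 maternal values against the virgin mean (4.81 percentage points) without virgin replicates 1 (20.0%), 2 (20.2%) or 6 (20.2%) or maternal replicate 5 (20.2%), and not under the others.

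The paper's text gives 15 higher and 19 lower members of the ion channel cluster, while its Table S2 and the values here have 16 and 18. The paper names Gabra4 and Gabre beside Gabrd as subunits with a significant change. Here Gabrd passed and Gabra4 (adjusted p = 0.296) and Gabre (0.311) did not; both passed without dim probesets and without pups removed replicate 4, Gabra4 also without virgin replicate 6, and Gabre also with the 2 groups only and without maternal replicate 1. The paper gives a nominal p under its threshold for Gabrr2, Gabrg1, Gabra5, Gabrq and Gabrb2, and by an exact permutation test Gabrr2 reached it here (p = 0.0043) while Gabrg1 (p = 0.11), Gabra5 (p = 0.762), Gabrq (p = 0.0866) and the brightest probeset of Gabrb2 (p = 0.0844) did not, nor did they by unadjusted limma p in any of their probesets. Drd1 and Drd2, stated to be lower, had that direction here but adjusted p of 0.332 and 0.286; Drd1 passed with the 2 groups only and without pups removed replicate 4, and Drd2 in these and without dim probesets, with 1-gene probesets, with a variance trend, and without virgin replicate 6 or maternal replicate 1. Drd2 also passed without the block, chosen after seeing the values. Cxcl12, listed at the threshold, had an adjusted p of 0.323 and passed without dim probesets and without virgin replicate 5. Akt2, for which the paper reports indications of a change, had adjusted p of 0.453 and 0.436 in its 2 probesets, and the first, for which the alternatives were run, passed under none of them. Trpc4, stated to be higher than in both groups, had that direction (adjusted p = 0.367 and 0.457) and passed against virgin with the replicate block. Fabp7 and Socs2, listed as changed against pups removed, had adjusted p of 0.265 and 0.275 there. Both passed with quantile normalization, without dim probesets, with 1-gene probesets, an offset of 16, array weights and a variance trend, and without virgin replicate 5, maternal replicate 1 or pups removed replicate 4. Fabp7 also passed without virgin replicates 1 or 2 or maternal replicate 6, and Socs2 on linear values and without virgin replicate 4 or pups removed replicate 1. Both also passed without the block, chosen after seeing the values. A figure of the paper draws Mtif2, Rab14, Sar1a and Hp1bp3 as lower in maternal mice, and the unnamed probesets that Table S2 lists for them were higher here, by 0.29, 0.26, 0.20 and 0.35 on the log2 scale, of which the first 2 passed.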

Other observations

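Fam107a and Sult1a1, genes that respond to glucocorticoids, rose in maternal mice, but the list of such genes did not pass in either comparison. Against pups removed, the list of 20 differed by 0.163 with 20 of 20 higher, Fam107a and Sult1a1 called and 12 when adjusted over the list alone (exact permutation p = 0.0022, adjusted p = 0.0577), and against virgin by 0.111 with 17 of 20 higher and 8 when adjusted over the list alone (adjusted p = 0.0708). Immediate early genes, a trace of recent neuronal activity, differed by 0.205 between maternal and pups removed (18 of 18 higher, 10 when adjusted over the list alone; exact permutation test, adjusted p = 0.0649), with Fos at 0.69 and Npas4 at 0.53. They differed by 0.066 between maternal and virgin (14 of 18 higher, 0 when adjusted over the list alone; adjusted p = 0.618). Between pups removed and virgin they differed by -0.138 (exact permutation test, p = 0.13, adjusted p = 0.97). There 16 of 18 were lower, with 10 lower and 1 higher when adjusted over the list alone. Genes of cholesterol synthesis differed by -0.099 against pups removed (17 of 18 lower, 8 when adjusted over the list alone; adjusted p = 0.0866), with Lss at -0.18, and by -0.069 against virgin (adjusted p = 0.314). Of 40 lists 0 passed between maternal and pups removed by the permutation test. By camera with an estimated correlation the glucocorticoid list did (adjusted p = 0.0488).

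Against pups removed, the other lists nearest the threshold were the stem cell list (-0.152, adjusted p = 0.0577), cell cycle (-0.097, adjusted p = 0.0866), histones (-0.141), blood (0.127), endothelial cells (-0.062) and Akt kinases (-0.107), the last 4 with an adjusted p of 0.0952 (exact permutation tests). The striatal list differed by -0.234 (adjusted p = 0.186). Of the published clusters the Ras cluster differed by -0.055 (adjusted p = 0.0325) and the nucleosomal cluster by -0.171 (adjusted p = 0.0379), and the developmental (-0.072, adjusted p = 0.0541), cyclic nucleotide (-0.192, adjusted p = 0.0812) and ion channel (-0.049, adjusted p = 0.195) clusters did not pass. The Ras cluster did not pass without maternal replicates 2 (-0.052), 4 (-0.048) or 5 (-0.054), nor the nucleosomal cluster without maternal replicates 2 (-0.174), 4 (-0.149), 5 (-0.15) or 6 (-0.164) or pups removed replicates 2 (-0.153), 3 (-0.165), 5 (-0.167) or 6 (-0.171). Short of the adjusted threshold for single genes, Rbm3, an RNA-binding protein induced by cold, differed by -0.50, -0.49 and -0.48 in its 3 probesets (limma adjusted p = 0.275), Btg2 by 0.44 (adjusted p = 0.278), Selenop (Sepp1) by 0.21 (adjusted p = 0.265) and Sema5b by -0.18 (adjusted p = 0.275).

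Between maternal and virgin mice, the other lists reported here did not pass the exact permutation test: medial septal neurons 0.054 (adjusted p = 0.516), glutamatergic neurons -0.025 (0.882), astrocytes -0.008 (0.882), oligodendrocytes 0.035 (0.722), oligodendrocyte precursors 0.002 (0.929), endothelial cells 0.018 (0.722), pericytes -0.045 (0.618), meningeal fibroblasts -0.031 (0.882), blood 0.079 (0.448), cold and heat shock -0.005 with a median of 0.059 (0.929), ribosomal proteins -0.039 (0.355) and oxidative phosphorylation -0.035 (0.553). In limma 0 of their members were called, except Flt1, Rplp0 (-0.15), Rpl7 (-0.23) and Rbm3 (-0.38). 

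Between pups removed and virgin mice, Hmcn1, an extracellular matrix gene, rose by 0.27 and 0.26 in 2 probesets (SE 0.05 and 0.06, limma adjusted p = 0.0657 and 0.168). Another Hmcn1 probeset differed by 0.148. Cks2, a cell cycle regulator, rose by 0.33 and 0.24 (limma adjusted p = 0.126 and 0.205). Mir151 rose by 0.38 (SE 0.07, limma adjusted p = 0.0657), Abcg2, a transporter of the blood-brain barrier, by 0.21 and Camta1 by 0.20 (SE 0.04 and limma adjusted p = 0.126 for both), and Vmn1r58 and Olfr985 fell by 0.66 and 0.22 (limma adjusted p = 0.126 and 0.205). Several of these calls were fragile: that of Olfr985 was lost in 8 of the 18 fits that each left out 1 array (-0.233 to -0.198 over the 18) and that of the smaller Cks2 rise in 10 (0.203 to 0.267). The call of the Hmcn1 rise of 0.26 was lost without virgin replicates 1 (0.256) or 2 (0.244) or pups removed replicates 2 (0.258) or 4 (0.228). That of Abcg2 was lost without virgin replicates 1 (0.192) or 2 (0.214) or pups removed replicate 2 (0.199). Without virgin replicate 2, Camta1 (0.178) and Vmn1r58 (-0.745 to -0.599 over the 18 fits) did not pass either. Of 40 lists 0 passed the exact permutation test, the nearest being endothelial cells at 0.081 (p = 0.0108, adjusted p = 0.433; 10 of 11 higher). Of the clusters 0 passed, with the nucleosomal cluster at -0.078 (adjusted p = 0.206), which passed without pups removed replicate 2 (-0.096).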
